# *LncRNA-CR11538* Decoys Dif/Dorsal to Reduce Antimicrobial Peptide Products for Restoring *Drosophila* Toll Immunity Homeostasis

**DOI:** 10.3390/ijms221810117

**Published:** 2021-09-18

**Authors:** Hongjian Zhou, Shengjie Li, Shanshan Wu, Ping Jin, Fei Ma

**Keywords:** *lncRNA-CR11538*, *Drosophila melanogaster*, NF-κB transcription factor Dif/Dorsal, antimicrobial peptides, innate immunity, toll pathway

## Abstract

Avoiding excessive or insufficient immune responses and maintaining homeostasis are critical for animal survival. Although many positive or negative modulators involved in immune responses have been identified, little has been reported to date concerning whether the long non-coding RNA (lncRNA) can regulate *Drosophila* immunity response. In this study, we firstly discover that the overexpression of *lncRNA-CR11538* can inhibit the expressions of antimicrobial peptides *Drosomycin* (*Drs*) and *Metchnikowin* (*Mtk*) in vivo, thereby suppressing the Toll signaling pathway. Secondly, our results demonstrate that *lncRNA-CR11538* can interact with transcription factors Dif/Dorsal in the nucleus based on both subcellular localization and RIP analyses. Thirdly, our findings reveal that *lncRNA-CR11538* can decoy Dif/Dorsal away from the promoters of *Drs* and *Mtk* to repress their transcriptions by ChIP-qPCR and dual luciferase report experiments. Fourthly, the dynamic expression changes of *Drs*, *Dif*, *Dorsal* and *lncRNA-CR11538* in wild-type flies (*w^1118^*) at different time points after *M. luteus* stimulation disclose that *lncRNA-CR11538* can help *Drosophila* restore immune homeostasis in the later period of immune response. Overall, our study reveals a novel mechanism by which *lncRNA-CR11538* serves as a Dif/Dorsal decoy to downregulate antimicrobial peptide expressions for restoring *Drosophila* Toll immunity homeostasis, and provides a new insight into further studying the complex regulatory mechanism of animal innate immunity.

## 1. Introduction

The innate immune system can effectively protect animals from various bacteria, fungi and other pathogens [1,2,3]. The innate immunity signaling pathways, such as the Toll signaling pathway, are evolutionarily conserved from fruit flies (*Drosophila melanogaster*) to humans and *Drosophila* has emerged as a powerful model organism for studying bacterial infections [4,5]. The Toll signaling pathway goes through a series of signaling cascades to induce NF-κB transcription factor Dif/Dorsal into the nucleus to activate the expressions of antimicrobial peptides (AMPs) in response to Gram-positive bacteria or fungal invasion in *Drosophila* [5,6]. At present, studies have demonstrated that certain specific proteins, acting as positive or negative modulators, can prevent excessive or insufficient immune responses of *Drosophila* Toll pathway [7,8,9,10,11,12,13,14,15,16,17,18]. Additionally, although many non-coding RNAs, such as miRNAs, can negatively regulate innate immune response of Toll signaling pathway [19,20,21,22,23,24], little is known about the regulatory role of long non-coding RNAs (lncRNAs) in the *Drosophila* Toll signaling pathway, and further study is needed.

LncRNAs are a class of non-coding RNA with transcripts > 200 nucleotides and their regulatory mechanisms are complex and diverse [25,26]. LncRNAs can act as signals, decoys, guides and scaffolds to control gene expression at the epigenetic, transcriptional and post-transcriptional levels [25,27]. Especially, the nucleus-localized lncRNA can participate in regulating the binding of transcription factors to gene promoter regions at the transcription level or modulating epigenetic factors, which has been well studied in mammals [28]. For example, *lncRNA-NRON* inhibits the nuclear transport of dephosphorylated transcription factor nuclear factor activated T cells (NFAT) by interacting with importin-β superfamily members [29]. *LncRNA*-*CCND1* can repress *CCND1* transcription by recruiting TLS to the promoter of *CCND1* [30].

LncRNAs play critical roles in *Drosophila* embryo development [31,32,33,34,35,36], bristle formation [37,38], gonadal cell production [39,40], and neuromuscular junctions [41,42]. Several lncRNAs have been discovered to promote *Drosophila* Toll immune response. For example, *lncRNA-IBIN* was reported to enhance Toll pathway signaling, but was later discovered to be a putative peptide-encoding gene [43]. *VINR* has been reported to participate in the antiviral immunity of *Drosophila* and can regulate the Toll pathway [44]. Our previous work demonstrates that *lncRNA-CR46018* can promote *Drosophila* Toll pathway signaling [45]. However, whether and how lncRNA negatively regulate *Drosophila* Toll pathway remain unclear up to now.

In this study, we detected the role of the differentially expressed *lncRNA-CR11538* in *Drosophila* immune responses after *M. luteus* infection based on our previous work [46]. We constructed the CR11538-overexpressing flies and detected the expression levels of AMPs *Drs* and *Mtk* at 12 h after *M. luteus* infection by transcriptome sequencing as well as RT-qPCR. The subcellular localization assay and RIP experiments demonstrated that *lncRNA-CR11538* could interact with transcription factor Dif/Dorsal of the *Drosophila* Toll pathway. Both ChIP-qPCR and dual luciferase reporter assays demonstrated that *lncRNA-CR11538* can act as a decoy to sequester binding of Dif/Dorsal to the promoters of *Drs* and *Mtk* and inhibit the expressions of *Drs* and *Mtk*. Finally, the dynamic expression changes of *Drs*, *Dif*, *Dorsal*, *lncRNA-CR11538* in wild-type fruit flies after *M. luteus* infection indicated that the upregulated *lncRNA-CR11538* can help fruit flies restore immune homeostasis in the later of immune response. Taken together, we discovered a novel *lncRNA-CR11538* that can negatively regulate *Drosophila* Toll pathway via sequestering Dif/Dorsal away from the promoters of AMPs to suppress their transcriptions.

## 2. Results

### 2.1. The Overexpression of lncRNA-CR11538 Reduces AMP Productions of Toll Pathway

In this study, we investigated the most significantly upregulated *lncRNA-CR11538* demonstrated by our previous work (Figure 1A) [46], and it was predicted to have no open reading frame by multiple bioinformatics tools. To explore whether *lncRNA-CR11538* can participate in the regulation of *Drosophila* immunity responses, we constructed the CR11538-overexpressing flies using the pUAST-attB plasmid method, and confirmed that *lncRNA-CR11538* was successfully constructed to the desired position in *Drosophila* genome (Figure 1B). To overexpress *Drosophila* *lncRNA-CR11538* in a specific period of time, these overexpressing *lncRNA-CR11538* transgenic flies were transiently driven by a temperature sensitive *Tub-Gal80^ts^; Tub-Gal4* flies were especially influenced; the expression level of *lncRNA-CR11538* was about 400 times higher than the control (Figure 1C). Additionally, the total length of *lncRNA-CR11538* is 2386 bp, and its secondary structure was predicted by applying the minimum free energy and thermodynamic ensemble method, respectively [47,48]. As shown in Figure 1D,E, the secondary structure of *lncRNA-CR11538* is very complex.

We further performed transcriptome sequencing on the CR11538-overexpressing flies and the control flies at 12 h after infection with *M. luteus*. 

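RNA was sequenced from 3 libraries of CR11538-overexpressing males (Gal80ts; Tub>CR11538) and 3 libraries of control males (Gal80ts; Tub-Gal4/P{CaryP}attP40), all taken 12 h after injection of M. luteus, a Gram-positive bacterium that activates the Toll pathway. No uninfected library is among them, so each difference lies between genotypes of infected flies. In this cross the tubulin promoter, which is active in nearly all tissues, drives the transcription factor Gal4, and the repressor Gal80ts keeps Gal4 silent until the flies are warmed. The authors purified poly(A) RNA, sequenced both ends of the fragments, aligned the reads to dm6 with HISAT2 2.0.5 and counted the reads of each gene with featureCounts 1.5.0-p3. The deposited values are raw counts for 17558 gene identifiers. The control libraries held 17040432 to 19237306 counts each (median 19217615) and the CR11538-overexpressing libraries 18688260 to 19652500 (median 18775947). Mitochondrial transcripts took 9.88 to 11.7% of the counts of a library.
From these counts, 13159 genes passed edgeR's filter on low counts and were compared between the genotypes with edgeR's quasi-likelihood test after TMM normalization, with genotype as the only term. Differentially expressed genes had a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2, which are the paper's thresholds, while the paper's tool was DESeq2. Within gene lists, and for single genes, higher and lower mean an adjusted p under 0.05 at any fold change. In addition, 28 gene lists of immune pathways, metabolic enzymes, tissues and cell types were fixed before the data were examined but after Table S4 had been read, so the lists are not blind to it. Each list was compared with the other tested genes by camera, with a preset correlation between genes of 0.01. The first principal component of the log2-scaled counts held 68.8% of the variance and separated the genotypes. The second held 11.5% and set CR11538-overexpressing replicate 1 (23.8) apart from replicate 3 (-21.4). Libraries of the same genotype differed from each other by more than the sampling noise (chi-square per gene of 6.97 to 36.0, the highest between these 2). The methods give 3 independent biological replicates for the experiments in general. The labels do not say whether replicates are separate cultures or pools of flies, so p-values measure only the spread between these samples. The strand setting and the annotation release of the counting are not given in the sources used here, and if strand was ignored, the reads of genes that overlap on opposite strands were not told apart.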

The transcriptome analysis results indicated that there are a total of 647 differentially expressed genes (DEGs) (|log2 (fold change)| > 1 and adjusted *p* value < 0.05) including 492 upregulated and 155 downregulated genes (Figure 2A). 

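lncRNA-CR11538 itself had 2955 ± 542 normalized counts (SD, n = 3) in the CR11538-overexpressing flies and 4.07 ± 1.84 (SD, n = 3) in the control flies. This is a log2 fold change of 9.47 (standard error 0.25, adjusted p = 1.27e-07 from edgeR's quasi-likelihood test). The CR11538-overexpressing libraries held 2291, 3358 and 3312 raw counts of it, and the control libraries 5, 2 and 5. The summed counts, 8961 against 12, give a ratio of 735 after normalization, with a 95% exact binomial interval of 420.3 to 1422 that covers counting error only. The gene (FBgn0017424) lies on chromosome 3L of dm6 from 12129103 to 12131488 on the minus strand and is annotated as 1 exon. Over 2096 bp it runs antisense to Lsp2 (12129393 to 12131869, plus strand), which encodes a larval serum protein and was also higher (log2 fold change 3.66, standard error 0.43, adjusted p = 0.000415 from the same test). Whether reads of CR11538 and Lsp2 over the shared part were counted apart depends on the strand setting, and reads of the transgene and the endogenous gene are not separated.

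**Figure D1:**
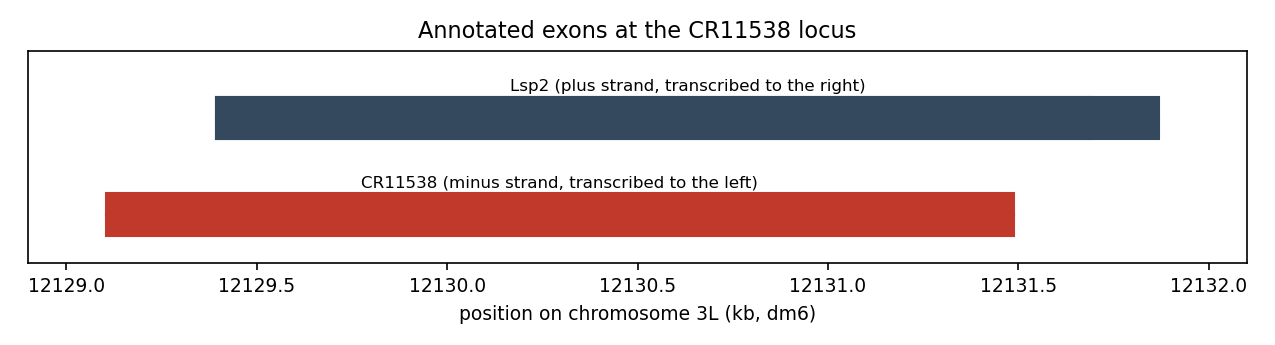
Annotated exons of CR11538 and Lsp2 along chromosome 3L (position in kb, dm6). Boxes are exons, and the 2 genes overlap on opposite strands over 2096 bp, leaving 290 bp of CR11538 outside Lsp2.

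Among all tested genes, 451 were upregulated and 162 were downregulated past both thresholds. Of these 613 genes, 608 had no overlap between the libraries of the genotypes, as had 45.2% of all tested genes, where chance gives 10%. With no threshold on the fold change, 1974 genes rose and 1870 fell. A rise of over 8-fold was found for 96 genes, and a fall of over 8-fold for 2.
The cuticle protein genes Acp65Aa, Cpr92F and Cpr49Ah are among the upregulated genes. Acp65Aa rose from 33.3 ± 21.4 to 6907 ± 1837 normalized counts (SD, n = 3 each, log2 fold change 7.67, standard error 0.34, adjusted p = 5.06e-06). Cpr92F rose from 86.0 ± 73.3 to 5694 ± 2380 normalized counts, a log2 fold change of 6.03, which was 6.99 without control replicate 1. Cpr49Ah had 0.716 ± 1.24 normalized counts in the controls and 159 ± 77.9 in the CR11538-overexpressing flies, and its raw counts in control replicates 1, 2 and 3 were 0, 0 and 2. The X-linked genes CG12998, CG5172 and CG6788 rose to 1143 ± 468, 490.2 ± 193 and 456 ± 281 normalized counts from 5.58 ± 4.03, 7.37 ± 3.07 and 1.96 ± 2.60. The log2 fold change of CG6788 was 7.73 with all libraries and 9.48 without control replicate 2, and 7.12 without CR11538-overexpressing replicate 1. CG12498, CG14419 and CG3588, also on the X chromosome, had no read in any control library and were at least 229.6-, 227- and 258-fold higher, taking 3 counts over the control group as the floor. A lack of reads in every control does not tell low expression from a missing gene.
Among the downregulated genes, Jhbp4, named as a juvenile hormone binding protein, fell from 169 ± 38.3 to 5.93 ± 1.61 normalized counts (log2 fold change -4.80, standard error 0.29, adjusted p = 2.15e-05). CG17560 fell from 6046 ± 446 to 865 ± 50.4 normalized counts (log2 fold change -2.80, standard error 0.08, adjusted p = 1.65e-07). Yp3, a yolk protein gene, fell from 1139 ± 35.7 to 262 ± 50.5 normalized counts. CG31205 fell by 2.22 on the log2 scale, the serpin gene Spn77Bc by 1.94 and the cathepsin gene CtsL3 by 1.92. HSPBAP1 had a log2 fold change of -2.83, or -2.24 without control replicate 1. The lncRNA genes CR40469 and CR42861 had log2 fold changes of -3.05 and -2.09. That of CR40469 was -5.37 without CR11538-overexpressing replicate 3, and DESeq2 did not call it (adjusted p = 0.0540). Jhbp4 and HSPBAP1 overlap Jhbp5 and ALiX on the opposite strand.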

Gene ontology (GO) annotation and Kyoto encyclopedia of genes and genomes (KEGG) enrichment analysis revealed that these DEGs are significantly enriched in biological process annotation, the response to bacterial and other biological stimuli (Figure 2B), including the Toll signaling pathway (Figure 2C). Therefore, to detect the expression levels of genes of the Toll and Imd pathways in the CR11538-overexpressing flies, we performed gene set enrichment analysis (GSEA) analysis on the RNA-seq data and found that the overall gene expressions of the Toll and Imd pathways are downregulated with a normalized enrichment score of −1.31 and *p*-value = 0.000 (Figure 2D). These results suggest that *lncRNA-CR11538* could be involved in innate immune response to the invasion of *M. luteus*. 

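Of 18 heat shock genes tested, which encode chaperones of misfolded proteins, 12 were higher, none was lower and 6 did not pass the test (12 higher when adjusted over the list alone). Hsp23 rose from 1011 ± 20.4 to 9767 ± 4310 normalized counts (SD, n = 3 each, log2 fold change 3.27, standard error 0.30, adjusted p = 0.000117 from edgeR's quasi-likelihood test), and Hsp68 had a log2 fold change of 1.99. The Hsp70 genes Hsp70Aa, Hsp70Ab, Hsp70Ba, Hsp70Bb, Hsp70Bbb and Hsp70Bc, near-identical copies whose reads may be shared, had log2 fold changes from 2.54 for Hsp70Bc to 3.89 for Hsp70Bb. The list stood above other genes with camera adjusted p = 9.07e-14, and adjusted p = 0.191 with an estimated correlation. Cnx14D, a calnexin gene of protein folding in the endoplasmic reticulum, rose from 8.63 ± 3.72 to 135 ± 12.2 normalized counts. sordd2 (CG32581 in the paper) fell from 827 ± 36.5 to 211 ± 148 normalized counts, a log2 fold change of -1.96, or -2.58 without CR11538-overexpressing replicate 3.
Of 31 tested genes of chitin synthesis and remodelling, 15 rose, 6 fell and 10 did not pass (17 higher and 7 lower when adjusted over the list alone), with camera adjusted p = 3.58e-06, and adjusted p = 0.191 with an estimated correlation. The chitin synthase gene kkv rose from 236 ± 10.9 to 941 ± 231 normalized counts (log2 fold change 2.00, standard error 0.17, adjusted p = 7.69e-05). The chitinase genes Cht2, Cht6 and Cht7 rose by log2 fold changes of 1.22, 2.80 and 2.18, the chitin deacetylase gene verm by 1.76 and the chitin-binding protein gene Gasp by 1.56.
Genes of starch, glycogen and trehalose metabolism went both ways, with 7 of 22 higher and 6 lower (7 and 7 when adjusted over the list alone). Glycogen phosphorylase, Glyp, rose from 10918 ± 1512 to 27690 ± 7543 normalized counts (log2 fold change 1.34, standard error 0.18, adjusted p = 0.000904). The glycogen branching enzyme AGBE and the amylase-related gene Amyrel had log2 fold changes of 1.38 and 2.46, while the maltase genes Mal-A4 and Mal-A7 fell by 0.72 and 0.70 on that scale. The list had camera adjusted p = 0.610, which was 0.0347, in the higher direction, without CR11538-overexpressing replicate 3 and up to 0.956 under the alternatives. Sardh, sarcosine dehydrogenase, fell by 1.11 on the log2 scale and Pgd, phosphogluconate dehydrogenase, rose by 1.04.
Of the paper's named genes, most of them from Figure 2C, 46 were tested here, of which 34 were higher, 10 were lower and 2 did not pass. They were chosen by the study on these samples, so their direction is not independent evidence.

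**Figure D2:**
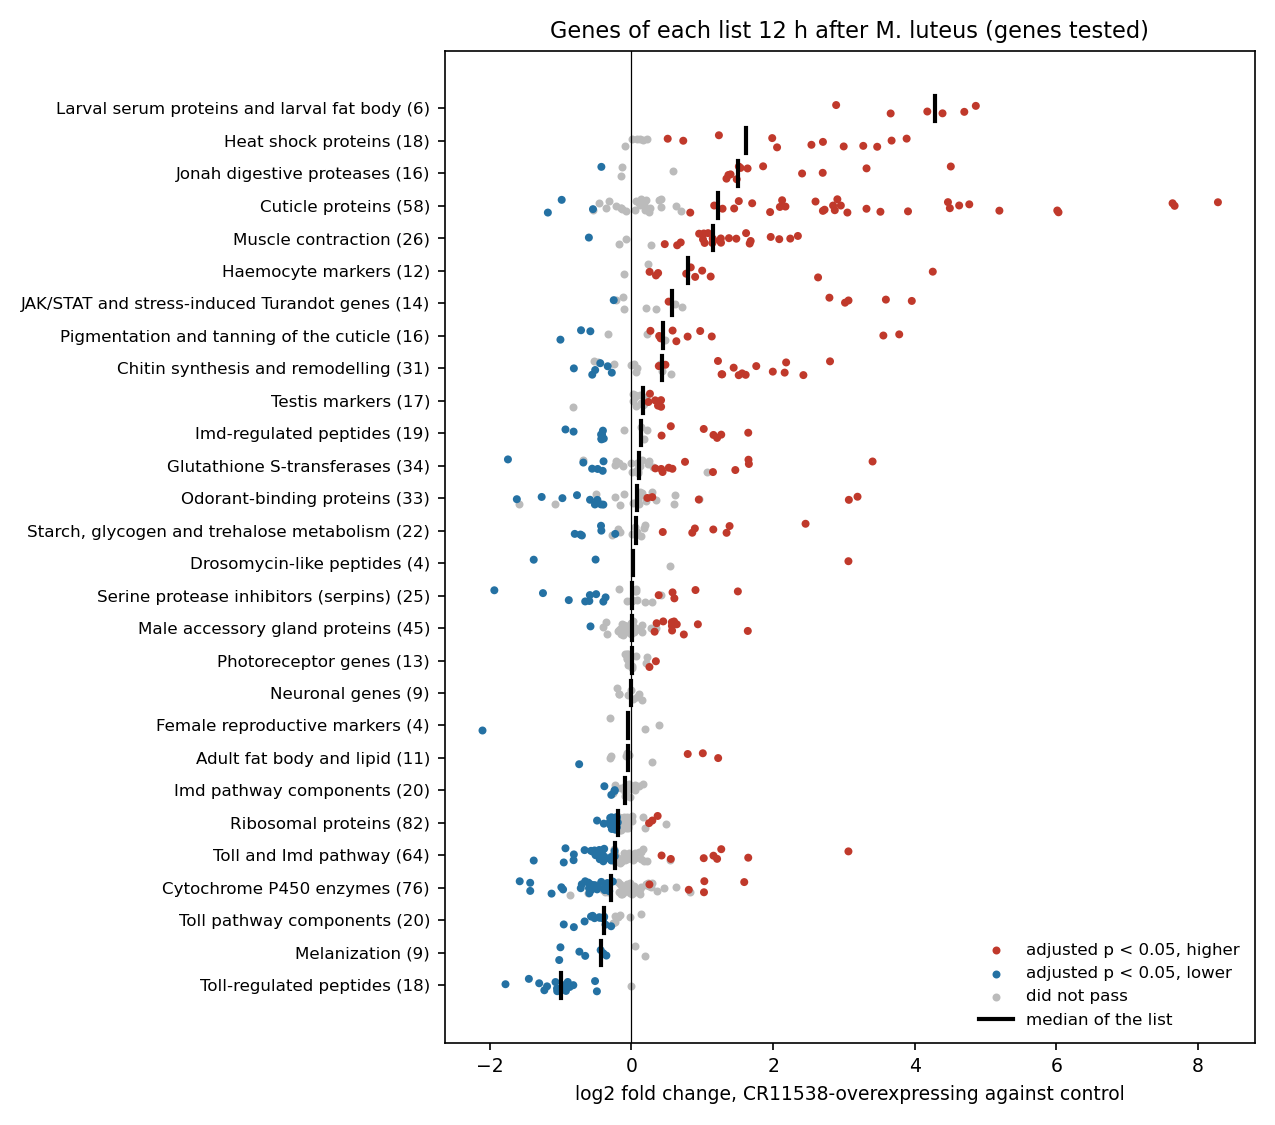
Log2 fold change (CR11538-overexpressing against control, horizontal axis) of each tested gene in 28 lists, with the number of genes tested in brackets. Each dot is a gene, coloured by adjusted p under 0.05, and the bar is the median of the list, from -0.997 for Toll-regulated peptides to 4.28 for larval serum proteins and larval fat body.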

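Peptides known to be induced by Toll fell together in the CR11538-overexpressing flies. Of 18 tested, 17 were lower and none was higher (17 lower when adjusted over the list alone), 9 of them by more than 2-fold. Drs, which was planned for this list, is not among them, since no identifier in the counts carried that name. The list stood below other genes with camera adjusted p = 8.38e-24, and adjusted p = 0.0493 with an estimated correlation. The Bomanin genes BomS1 (IM1) and BomS2 (IM2) lie in a cluster on chromosome 2R of dm6, from 18383949 to 18384378 and from 18386602 to 18387030. BomS1 fell from 47020 ± 2381 to 20573 ± 3523 normalized counts (SD, n = 3 each), a log2 fold change of -1.19 (standard error 0.12, adjusted p = 0.000204 from edgeR's quasi-likelihood test). BomS2 fell from 23705 ± 1319 to 11625 ± 953 normalized counts (log2 fold change -1.03, standard error 0.09, adjusted p = 6.82e-05). The Bomanin genes BomBc2, BomT1 and BomBc3 fell by 1.23, 1.30 and 0.93 on the log2 scale. Metchnikowin (Mtk), an antimicrobial peptide gene of the Toll pathway, fell from 45875 ± 2388 to 32696 ± 3043 normalized counts, by less than 2-fold (log2 fold change -0.49, standard error 0.09, adjusted p = 0.00441). IBIN fell by 0.54 on the same scale (adjusted p = 0.00918).
Components of the Toll pathway were lower as well, with 13 of 20 lower and none higher (16 lower when adjusted over the list alone), all by less than 2-fold. The list had camera adjusted p = 1.52e-08, and adjusted p = 0.0493 with an estimated correlation. dl, which encodes the NF-κB factor Dorsal, fell from 1912 ± 57.8 to 1208 ± 61.5 normalized counts (log2 fold change -0.66, standard error 0.06, adjusted p = 0.000130). Dif, the other NF-κB factor of the pathway, fell from 2409 ± 100.0 to 1829 ± 55.1 normalized counts (log2 fold change -0.40, standard error 0.06, adjusted p = 0.00161). SPE, the protease that processes the Toll ligand, the serpin gene nec and the inhibitor gene cact fell by 0.96, 0.81 and 0.57 on the log2 scale.
Of 64 tested genes of the Toll and Imd pathways together, a list that stands in here for the KEGG pathway, 28 were lower and 8 were higher (33 and 8 when adjusted over the list alone). Its camera adjusted p was 0.000121, and adjusted p = 0.191 with an estimated correlation. GSEA on signal-to-noise ranks gave it a normalized enrichment score of -1.24, with an exact permutation p = 0.2 over all 20 labelings of the libraries, which cannot give a p below 0.1. The Drosomycin-like genes went both ways (camera adjusted p = 0.570 over 4 genes, the same 1 higher and 2 lower when adjusted over the list alone), with a median log2 fold change of 0.02 while camera placed them lower. Drsl5 fell by 1.38 and Drsl4 by 0.51 on the log2 scale, and Drsl4 did not pass without CR11538-overexpressing replicate 2 (adjusted p = 0.0909) or control replicate 3 (0.0504). Drsl3 had a log2 fold change of 0.54 (adjusted p = 0.284, and 0.0202 without CR11538-overexpressing replicate 1). Drsl2 had 65.0 ± 70.4 against 7.63 ± 3.26 normalized counts and a log2 fold change of 3.06 (adjusted p = 0.0231), which was 1.68 without CR11538-overexpressing replicate 3 and did not pass without control replicate 1, 2 or 3 (adjusted p of 0.0714, 0.0749 and 0.0903). Of 11 genes of the adult fat body and lipid metabolism, where these peptides are mostly made, 3 were higher and 1 was lower (3 and 1 when adjusted over the list alone, camera adjusted p = 0.863), with a median of -0.06 while camera placed the list higher. Bomanin genes may share reads, and BomBc2, SPE, cact and Dif overlap other genes. From its GO, KEGG and GSEA results, the paper proposes an involvement of lncRNA-CR11538 in the innate immune response to M. luteus.

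**Figure D3:**
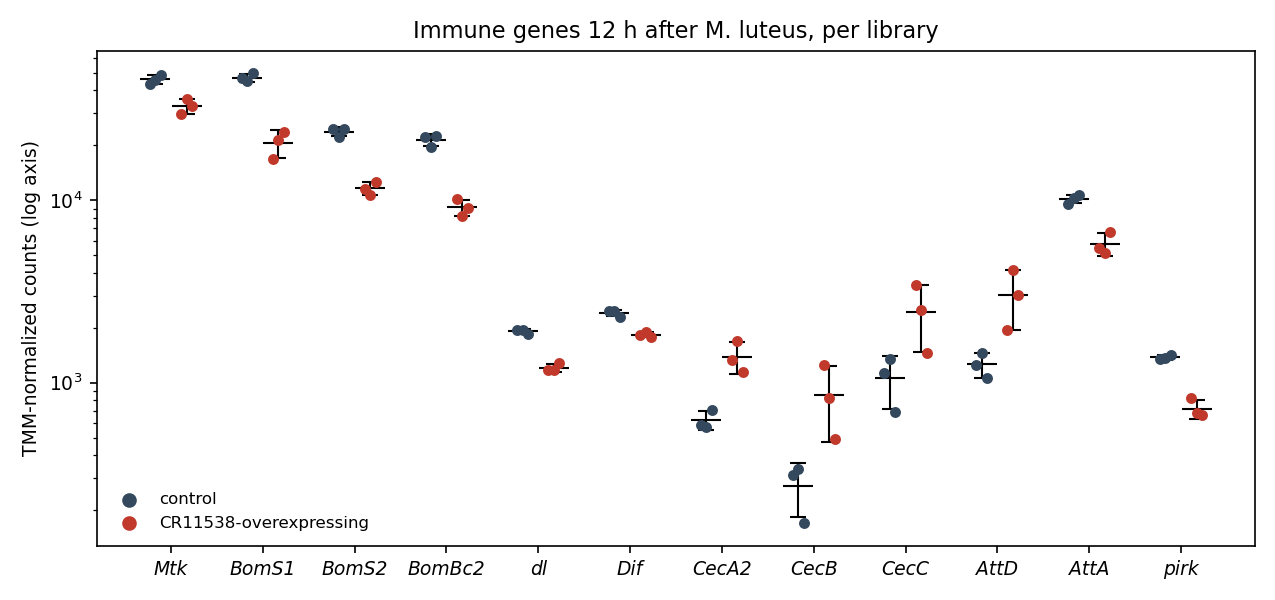
TMM-normalized counts (vertical log axis) of 12 immune genes in the 3 control and 3 CR11538-overexpressing libraries 12 h after M. luteus. Dots are libraries and bars are the mean with SD. For BomS1 the controls average 47020 and the CR11538-overexpressing libraries 20573, while for CecA2, CecB, CecC and AttD the CR11538-overexpressing libraries are higher.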

Remarkably, these results were from the stimulation with *M. luteus*, so we mainly focused on the Toll pathway instead of the Imd pathway.

To verify the effect of *lncRNA-CR11538* on Toll signaling pathway in vivo, we examined the expression levels of *Drosomycin* (*Drs*) and *Metchnikowin* (*Mtk*), two signature AMPs of Toll pathway, at different time points in the CR11538-overexpressing flies after infection with *M. luteus*. Our results demonstrate that the expressions of *Drs* and *Mtk* are significantly downregulated in the CR11538-overexpressing flies compared to the control group at both 6 h and 12 h post infection, but no significant differences were seen at 24 h post infection (Figure 3A,B). Of note, to avoid the nonspecific or false positive results, we also constructed the dsRNA-mediated *lncRNA-CR11538* knockdown fly in *w^1118^* flies to test the expression levels of the antimicrobial peptides. Our findings demonstrated that the expressions of *Drs* and *Mtk* in the dsRNA-mediated *lncRNA-CR11538* knockdown flies are significantly increased compared with the controls at 6 h after infection with *M. luteus* (Figure S1C–E). Additionally, the survival rate of the CR11538-overexpressing flies after infection with Gram-positive lethal bacteria, *Enterococcus faecalis* (*E. faecalis*), is significantly lower than that of the control group (Figure 3C), but the survival rate of the files treated with PBS was not significantly affected (Figure 3C). Overall, our results implied that *lncRNA-CR11538* can inhibit the transcriptions of AMPs to negatively regulate *Drosophila* Toll signaling. 

### 2.2. The Interaction of lncRNA-CR11538 with Dif/Dorsal 

To explore how *lncRNA-CR11538* negatively regulates the Toll pathway, we need to know the distribution of *lncRNA-CR11538* because lncRNA has different functions in the nucleus and the cytoplasm. The subcellular location showed that *lncRNA-CR11538* is mainly distributed in the nucleus by a nucleocytoplasmic separation experiment (Figure 4A,B). It is well-known that AMPs of the Toll signaling pathway are mainly transcribed by transcription factors Dif/Dorsal in the nucleus. This seemed to imply that *lncRNA-CR11538* could act as a Dif/Dorsal decoy to exert transcriptional repression effect on AMPs. Interestingly, *lncRNA-CR11538* and Dif/Dorsal were predicted to interact by the lncPro and RPISeq websites by taking the interaction between roX2 and msl as a positive control (Figure 4C,D). More importantly, we performed the RIP experiment and confirmed the interaction between *lncRNA-CR11538* and Dif/Dorsal using V5 antibody to immunoprecipitate Dorsal-V5 and Dif-V5 expressed in S2 cells (Figure 4E,F).

### 2.3. LncRNA-CR11538 Prevents Binding of Dif/Dorsal to AMPs Promoters

To reveal whether *lncRNA-CR11538* can serve as a decoy to prevent the binding of Dif/Dorsal to the promoters of AMPs, we co-expressed Dif/Dorsal-V5 and *lncRNA-CR11538* into S2 cells. The ChIP experiments showed that the highly expressed *lncRNA-CR11538* represses the binding of Dif/Dorsal-V5 to the promoters of *Drs* and *Mtk* (Figure 5A,C), whilst the over-expression of *lncRNA-CR11538* also leads to a significant decrease in the promoter activity of AMPs as detected by the dual luciferase reporter assay (Figure 5B,D). These results indicate that *lncRNA-CR11538* could function as a decoy to sequester binding of Dif/Dorsal to the promoters of AMPs, thereby inhibiting the promoter activity of AMPs to negatively regulate the Toll pathway in *Drosophila*.

### 2.4. LncRNA-CR11538 Facilitates Homeostasis Recovery in the Wild-Type Flies after Stimulation

To reveal the physiological role of *lncRNA-CR11538* in *Drosophila*, we examined the dynamical expression changes of *Drs*, *Dif*, *Dorsal*, and *lncRNA-CR11538* in wild-type flies (*w^1118^*) at 0 h, 3 h, 6 h, 12 h, 24 h, 48 h after *M. luteus* stimulation. Our results demonstrate the expression level of *Drs* is significantly upregulated at 3 h after *M. luteus* stimulation compared with the control flies and the peak occurs at 6–12 h after *M. luteus* stimulation, then gradually declined and almost returned to the original level at 24 and 48 h after *M. luteus* stimulation (Figure 6A). As expected, the NF-κB transcription factors *Dif* and *Dorsal* are significantly activated in the early stage of stimulation with *M. luteus* (*Dif* at 6–12 h, *Dorsal* at 3–6 h) and have no significant difference at other time points compared with the control (Figure 6B,C). Remarkably, the *lncRNA-CR11538* is highly expressed in the later stage of stimulation with *M. luteus* (24 h), but no significant change occurs at other time points (Figure 6D). Taking all of the above results together, it seems reasonable that in the early stage of stimulation with *M. luteus*, the *Drosophila* NF-κB transcription factors *Dif* and *Dorsal* are upregulated and then promote the transcription of AMPs via binging to their promoters. Nonetheless, to prevent excessive immune response in the later stage of stimulation with *M. luteus*, *lncRNA-CR11538* is increased and acts as a Dif/Dorsal decoy to lead them away from the AMP promoters and restore immune homeostasis.

## 3. Discussion

Insects and mammals share conserved innate immunity pathways, such as the Toll signaling pathway in response to the invasion of Gram-positive bacteria and fungi [5,49]. Therefore, studying further *Drosophila* innate immune regulators can deepen our understanding of mammalian immune regulation. Although many positive or negative protein modulators have been discovered to participate in Toll pathway immune responses, to date only a few lncRNAs (e.g., *CR46018* and *VINR*) have been found to positively regulate the *Drosophila* Toll pathway. It remains unclear how lncRNAs negatively regulate the *Drosophila* innate immune system to eliminate excessive immune responses [43,44,45]. In our study, we were delighted to find that *lncRNA-CR11538* can decoy Dif/Dorsal away from AMP promoters and inhibit their transcriptions, thereby negatively regulating Toll pathway signaling to prevent excessive immune activation in *Drosophila* with *M. luteus* infection.

Transcriptome sequencing is a very important tool for identifying functional lncRNAs. At present, most studies have used the transcriptome sequencing to identify new regulatory lncRNAs and reveal their diversified functions [50,51]. 

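Genes of detoxification enzymes changed in both directions in the CR11538-overexpressing flies 12 h after M. luteus. Of 34 glutathione S-transferase genes tested, 11 were higher, 6 were lower and 17 did not pass (12 and 6 when adjusted over the list alone). GstD5 rose from 197 ± 37.4 to 2096 ± 603 normalized counts (SD, n = 3 each, log2 fold change 3.40, standard error 0.23, adjusted p = 2.65e-05 from edgeR's quasi-likelihood test), and GstS1 from 10365 ± 64.5 to 23007 ± 3468 (log2 fold change 1.15). GstD2 and GstD10 had log2 fold changes of 1.66 and 1.65, and GstD2 did not pass without control replicate 3 (adjusted p = 0.0523). GstZ2 fell from 586 ± 19.4 to 175 ± 11.7 normalized counts (log2 fold change -1.74, standard error 0.09, adjusted p = 1.11e-05). As a list they had camera adjusted p = 0.0819, which was 0.0489 with no filter on low counts, 0.0334 with DESeq2, 0.00337 without CR11538-overexpressing replicate 1 and 0.258 with an estimated correlation. fry, a test of the list against no change, gave adjusted p = 0.0124. GstD genes lie in a cluster of related copies whose reads may be shared.
Of 76 cytochrome P450 genes, 30 were lower, 5 were higher and 41 did not pass (34 lower and 5 higher when adjusted over the list alone). Cyp6w1 fell from 1044 ± 24.3 to 350.0 ± 102 normalized counts (log2 fold change -1.58, standard error 0.16, adjusted p = 0.000188). Cyp6a8, Cyp6a2 and Cyp4aa1 fell by 1.43, 1.13 and 0.60 on the log2 scale. The list had camera adjusted p = 3.67e-05, and adjusted p = 0.258 with an estimated correlation. The flavin monooxygenase gene Fmo-1 rose by 1.11, the aldehyde oxidase gene AOX2 rose by 2.96 and the ecdysone oxidase gene Eo fell by 1.73 on the log2 scale.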

In our work, we used transcriptome sequencing to demonstrate that *lncRNA-CR11538* can inhibit the *Drosophila* Toll pathway (Figure 2), and can be involved in regulating the Toll pathway, the longevity pathway and other metabolic detoxification pathways by KEGG enrichment analysis and GSEA analysis (Figure 2C,D). In addition, the results from the transcriptome sequencing indicate that AMPs of the Imd pathway are also differentially expressed in CR11538-overexpressing flies after *M. luteus* stimulation. 

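Genes known to be induced by Imd changed in both directions. They comprise antimicrobial and related peptide genes, the peptidoglycan recognition protein genes PGRP-LB, PGRP-SB1, PGRP-SC1a, PGRP-SC1b and PGRP-SC2, and pirk. Of 19 tested, 7 were higher, 8 were lower and 4 did not pass the test (7 and 8 when adjusted over the list alone). The cecropin genes CecA2, CecB and CecC, a cluster on chromosome 3R, were higher. CecA2 rose from 622 ± 75.02 to 1387 ± 278 normalized counts (SD, n = 3 each), a log2 fold change of 1.16 (standard error 0.14, adjusted p = 0.000446 from edgeR's quasi-likelihood test). CecB rose from 272 ± 89.1 to 855 ± 382 normalized counts (log2 fold change 1.65, standard error 0.33, adjusted p = 0.00567). CecC had a log2 fold change of 1.21 (adjusted p = 0.0153), which did not pass without control replicate 3 (adjusted p = 0.0560). The attacin gene AttD rose by 1.27 on the log2 scale, while the attacin gene AttA fell from 10185 ± 553 to 5778 ± 830.5 normalized counts (log2 fold change -0.82, standard error 0.10, adjusted p = 0.000546). pirk, an inhibitor of the Imd pathway, fell from 1373 ± 44.0 to 719.8 ± 86.2 normalized counts (log2 fold change -0.93). As a list these genes had a median log2 fold change of 0.13, while camera placed them lower with adjusted p = 0.683, so the median and the test differ in sign.
Of 20 components of the Imd pathway, 4 were lower and none was higher (4 lower when adjusted over the list alone), with camera adjusted p = 0.217 and fry adjusted p = 0.0288 (0.0288 to 0.427 over all alternatives). These were POSH, Tak1, Tab2 and ben, with log2 fold changes of -0.38, -0.28, -0.24 and -0.24. With DESeq2 none of the 4 passed (adjusted p of 0.0529, 0.0513, 0.0655 and 0.0602). Without control replicate 2 none of them passed either (0.0906, 0.136, 0.0949 and 0.0811), and POSH, Tab2 and ben did not pass without control replicate 1 (0.0785, 0.102 and 0.145). Tak1 and ben did not pass without control replicate 3 (0.108 and 0.0669). Among the CR11538-overexpressing libraries, POSH, Tak1 and Tab2 did not pass without replicate 1 (0.0608, 0.0790 and 0.0720), ben without replicate 2 (0.134), and Tak1 and Tab2 without replicate 3 (0.0671 and 0.0575). Cecropin genes are related copies that may share reads.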

Herein, considering the results are from *M. luteus* stimulation, it is reasonable to argue that the question of whether *lncRNA-CR11538* can regulate Imd pathway needs further study.

The functions of lncRNAs are diverse [27]. lncRNAs have different roles in the nucleus and outside the nucleus. In the nucleus, lncRNAs can act as signals, decoys, guides and scaffolds to be involved in the regulation of gene transcription and epigenetics, thereby performing diverse functions. [25,28]. Interestingly, studies have indicated that lncRNAs can interact with NF-κB transcriptional factor in mammals [52,53]. These NF-κB transcriptional factors are evolutionarily conserved between *Drosophila* and mammals, which seems to imply that *lncRNA-CR11538* can also interact with the NF-κB Dif/Dorsal. As expected, our results demonstrate that *lncRNA-CR11538* can act as a decoy to trap Dif/Dorsal away from the promoters of *Drs* and *Mtk* in the nucleus (Figure 5), thereby inhibiting the production of AMPs to further repress the *Drosophila* Toll pathway.

Taken together, we found a new *lncRNA-CR11538* that negatively regulates the Toll signaling pathway and contributes to immune homeostasis recovery in *Drosophila*. In brief, *lncRNA-CR11538* is highly expressed in *Drosophila* in the later stage of stimulation with *M. luteus* (24 h), and acts as a Dif/Dorsal decoy in the nucleus to lead Dif/Dorsal away from the promoters of AMPs, thereby inhibiting the expression of AMPs to facilitate immune homeostasis recovery in the later stage of *M. luteus* stimulation (Figure 7). All in all, our study deepened our understanding on the roles played by lncRNA in regulating the *Drosophila* Toll pathway, and provided new insights into the study of the innate immune system of insects and mammals.

## 4. Materials and Methods

### 4.1. Fly breeding, Strain and Model Construction

*Drosophila* were grown in a medium composed of corn meal/agar/yeast, the culture temperature was maintained at 24 ± 1 °C, and the light/dark cycle was 12 h. The fly stocks *w^1118^* (#3605), *Tub-Gal80^ts^; TM2/TM6B* (#7019), *Tub-Gal4/TM3, Sb1, Ser1* (#5138) were obtained from the Bloomington Drosophila Stock Center (Bloomington, IN, USA). To generate CR11538-overexpressing flies, the full-length *lncRNA-CR11538* was constructed into the pUAST-attB vector using primers listed in Supplementary Table S1. The constructed plasmid was injected into embryos of attp2# (25C6): *y* [1] M{vas-int.Dm}ZH-2A w[*]; P{CaryP}attP40. In order to minimize the effect of *lncRNA-CR11538* on the development of *Drosophila*, the transgenic *CR11538* flies were crossed with temperature sensitive *Tub-Gal80^ts^; Tub-Gal4* flies and cultured at 18 °C, and transiently overexpressed *lncRNA-CR11538* once transferred to an incubator at 29 °C for 24 h for the following experiments.

### 4.2. Sepsis and Survival Experiments

Adult male flies were collected for 3 to 4 days. The control flies and CR11538-overexpressing flies were infected with *M. luteus* using a Nanoject instrument (Nanoliter 2010; WPI, Sarasota, FL, USA). A glass capillary filled with *M. luteus* suspension was inserted into the thorax of each fly and the insects were collected at the required detection times for the subsequent experiments. Postinfection survival rates indicate immune response deficiencies [54]. The 36 h survival rate was determined after infection of ≥ 100 flies/group with *Enterococcus faecalis* (*E. faecalis*) concentrate.

### 4.3. Genomic DNA Extraction and lncRNA Identification in Drosophila

Ten anesthetized flies were placed in a 1.5 mL centrifuge tube containing 100 μL digestion buffer (100 mM NaCl, 10 mM Tris-Cl [pH 8.0], 25 mM EDTA [pH 8.0], and 0.5% (*w*/*v*) SDS). The flies were pulverized and digestion buffer was added to make up the volume to 500 μL. The suspension was incubated in 65 °C water bath for 4 h and shaken once every 30 min to promote sample digestion. The centrifuge tube was removed and 400 μL phenol and 400 μL chloroform:isoamyl alcohol (24:1 *v*/*v*) were added to it. The tube was sealed, inverted, and vigorously mixed. The suspension was allowed to stand 5 min and centrifuged at 12,000× *g* for 10 min. The supernatant was decanted into an empty dry centrifuge tube. Then, 400 μL isopropanol was added and the suspension was gently mixed for 3 min and allowed to stand for 10 min. The samples were centrifuged at 14,000× *g* for 10 min and the white flakes adhered to the bottom of the tube. The precipitate was washed with 500 μL of 70% (*v*/*v*) ethanol, centrifuged. Discarded the ethanol, air-dried the samples. The precipitate was dissolved in 200 μL TE buffer. PCR was then performed using the forward primer of pUAST-attB and the reverse primer of *lncRNA-CR11538* (listed in Supplementary Table S1) to localize *lncRNA-CR11538* insertion into the *Drosophila* genome.

### 4.4. RNA Extraction and RT-qPCR

Total RNA was isolated from treated adult flies with RNA isolator total RNA extraction reagent (Vazyme Biotech Co. Ltd., Nanjing, Jiangsu, China). For RT-PCR, cDNA was prepared with a first-strand cDNA synthesis kit (Vazyme Biotech Co. Ltd., Nanjing, Jiangsu, China). The qPCR was performed in an ABI StepOne Plus real-time PCR system (Applied Biosystems, Foster City, CA, USA) with AceQ SYBR Green Master Mix (Vazyme Biotech Co. Ltd., Nanjing, Jiangsu, China). The mRNA expression levels were normalized to the *rp49* control. All experiments were conducted in triplicate. The relative 2^−^^△△Ct^ method was used for data analysis [55]. All primers used in this analysis are listed in Supplementary Table S2. All qPCR data are reported as means ± SEM.

### 4.5. RNA-Sequencing and Enrichment Analyses

RNA integrity was assessed with the RNA Nano 6000 assay kit for the Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). PCR was performed with Phusion high-fidelity DNA polymerase, universal PCR primers, and index (X) primer. The PCR products were purified in the AMPure XP system (Beckman Coulter, Beverly, MA, USA) and library quality was assessed in the Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). Index-coded samples were clustered on a cBot cluster generation system using a TruSeq PE cluster kit v3-cBot-HS (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. The reference genome index was built and paired-end clean reads were aligned to the reference genome with Hisat2 v2.0.5. FeatureCounts v. 1.5.0-p3 enumerated the reads mapped to each gene. Differential expression analysis was performed in the DESeq2 package of R v. 1.20.0 (R Core Team, Vienna, Austria). Genes with adjusted *p* < 0.05 and relative difference in expression level > 2 fold or <−2-fold were deemed differentially expressed. Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses were performed on the DEGs using the clusterProfiler package in R 4.0.3 (R Core Team, Vienna, Austria). Gene set enrichment analysis (GSEA) was used to determine whether a predefined gene set significantly differs between two biological states [56]. The local version of the GSEA tool (http://www.broadinstitute.org/gsea/index.jsp (18 August 2021)) was used for the GSEA and the KEGG datasets were used independently.

### 4.6. Subcellular Fractionation

RNA isolation was performed in accordance with the protocols of Rockland Immunochemicals [57]. In brief, 1 × 10^7^ S2 cells were resuspended in five volumes lysis buffer (10 mM HEPES, 60 mM KCl, 1 mM EDTA, 0.075% (*v*/*v*) NP-40, 1 mM DTT, and 1 mM PMSF adjusted to pH 7.6). The samples were then centrifuged at 1000 rpm for 3 min to separate the nuclear and cytoplasmic fractions. The supernatants were transferred to fresh tubes and the mixtures were aspirated with filter cartridges to isolate cytoplasmic RNA. The pellets were washed with ice-cold cell fractionation buffer and the nuclear RNA was isolated with TRIzol reagent (Invitrogen, Carlsbad, CA, USA). The RNA was then subjected to RT-qPCR analysis. The expression levels of the target genes in the individual fractions were normalized to their input expression levels.

### 4.7. Cell culture and Transfection

*Drosophila* S2 cells were maintained at 28 °C in SFX insect medium (HyClone Laboratories, Logan, UT, USA) supplemented with 10% (*v*/*v*) fetal bovine serum (FBS), 100 U/mL penicillin, and 100 μg/mL streptomycin (Invitrogen, Carlsbad, CA, USA). Full-length 2386bp *lncRNA-CR11538* was obtained by PCR with primers and integrated into the pAc5.1 plasmid. S2 cells were transiently transfected with 500 μL transfection complex in 6 mm plates (Corning, Corning, NY, USA) or with 50 μL transfection complex in 24-well plates (Corning, Corning, NY, USA) using X-treme gene HP transfection reagent (Roche Diagnostics, Basel, Switzerland) according to the manufacturer’s instructions.

### 4.8. Prediction of Interaction between RNA and Protein

The RPISeq RNA/protein interaction prediction tool (http://pridb.gdcb.iastate.edu/RPISeq/ (18 August 2021)) [58] and lncPro (http://bioinfo.bjmu.edu.cn/lncpro/# (18 August 2021)) were used to predict the interaction potential between lncRNA-CR11538 and Dif/Dorsal. Known interaction between roX2 and msl was the positive control.

### 4.9. RNA-Immunoprecipitation (RIP)

In total, 3 × 10^7^ transfected cells were dissolved in RIPA buffer (50 mM Tris-HCl [pH 7.4], 150 mM NaCl, 10 mM EDTA, 1% (*w*/*v*) NP-40, and 1 mM PMSF), RNase inhibitor (Thermo Fisher Scientific, Waltham, MA, USA) and protease inhibitor cocktail (Roche Diagnostics, Basel, Switzerland) on ice for 30 min. After centrifugation at 13,000× *g*, 4 °C for 15 min, the supernatants were pre-cleared with protein A agarose (Invitrogen, Carlsbad, CA, USA) at 4 °C for 1 h. Anti-V5-labeled or control IgG antibodies (ABclonal Biotechnology Co. Ltd., Wuhan, Hubei, China) were added to the pre-cleared supernatants and the samples were incubated at 4 °C for 4 h. Protein A agarose was then added and allowed to bind for 1~3 h. The conjugated beads were washed five times with RIPA buffer for 5 min each time. The remaining complexes were eluted with elution buffer (100 mM Tris [pH 8.0], 10 mM EDTA, and 1% (*w*/*v*) SDS). The samples were treated with protease K and the RNA was extracted with phenol/chloroform. The purified RNA was analyzed by RT-qPCR.

### 4.10. Transcription Factor (TF) Binding Site Prediction

The AMP promoter sequences were obtained from flybase (http://flybase.org/ (18 August 2021)). The Dif and Dorsal motifs were obtained from the literature [59]. All promoter sequences and motifs were submitted to the Multiple EM for Motif Elicitation database (MEME; https://meme-suite.org/meme/tools/meme (18 August 2021)). 

### 4.11. Chromatin Immunoprecipitation (ChIP)

ChIP was performed as previously described [60]. Transfected S2 cells were cross-linked with 1% (*v*/*v*) formaldehyde for 10 min. They were then lysed with cell and nuclear lysis buffers. Clarified lysates were then sonicated. The chromatin was sheared into 200–800-bp fragments and used in ChIP incubation with Dynabeads protein G (Thermo Fisher Scientific, Waltham, MA, USA) coated either with anti-V5 antibody (ABclonal Biotechnology Co. Ltd., Wuhan, Hubei, China) or anti-mouse IgG antibody on a rotating platform at 4 °C overnight. After repeated washings on a magnetic rack (Thermo Fisher Scientific, Waltham, MA, USA), the V5-bound genomic DNA was eluted from the Dynabeads and the cross-links were reversed at 65 °C overnight. The DNA fragments were purified with an AxyPrep PCR cleanup kit (Axygen Scientific, Union City, CA, USA). The qPCR analysis was performed using DNA from the Input and ChIP experiments and the primers listed in Supplementary Table S3. At least three independent experiments were conducted on the AMPs promoters. 

### 4.12. Dual Luciferase Reporter Assay

S2 cells were transfected with mixed transfection complex containing pIEx4-V5-Dif or pIEx4-V5-Dorsal, pGL3-Drs-promoter or pGL3-Mtk-promoter, pAc-empty or pAc-CR11538, and Renilla luciferase plasmid (pRL). Promega pRL (Promega, Madison, WI, USA) was used to normalize transfection efficiency. Luciferase activity was measured in a dual-luciferase reporter assay system (Promega, Madison, WI, USA) according to the manufacturer’s instructions.

### 4.13. Data Processing and Statistical Analysis

Experimental data were collected from three independent biological replicates and were presented as means ± SEM. Significant differences between values under different experimental conditions were subjected to two-tailed Student’s *t*-tests. Statistical fly survival analysis was performed using log-rank (Mantel–Cox) tests. Graphs were plotted with GraphPad Prism v. 8.3 (GraphPad Software, La Jolla, CA, USA) and RStudio (R Core Team, Vienna, Austria). *p* < 0.05 was considered statistically significant. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; ns, not significantly different from the control.

## Figures and Tables

**Figure 1:**
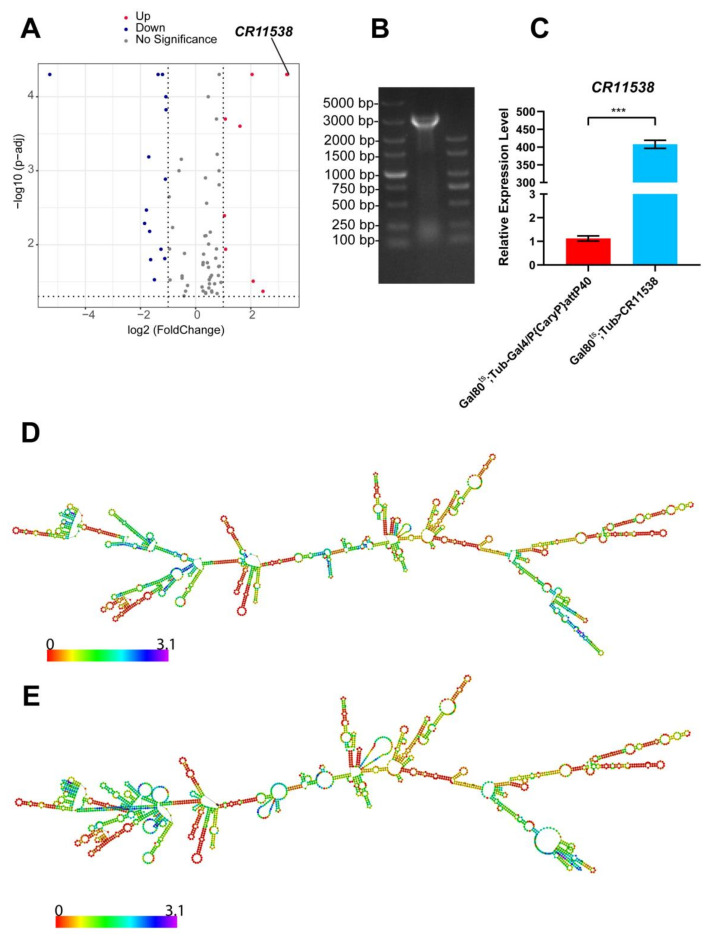
LncRNA-CR11538 is highly expressed after M. luteus stimulation. (**A**) Volcano map showing these differentially expressed lncRNAs in RNA-seq between PBS-treated and *M. luteus*-infected *w^1118^* flies. (**B**) PCR was performed using a forward primer for pUAST-attB and a reverse primer for *lncRNA-CR11538*. (**C**) The *lncRNA-CR11538* expression level was detected in the CR11538-overexpressing flies, normalized to their control levels. Minimum free energy method (**D**) and thermodynamic ensemble method (**E**) were used to predict its secondary structure on *RNAfold* Webserver. For all tests, *p* value < 0.05 was considered as statistically significant. *** *p* < 0.001 vs. the control groups.

**Figure 2:**
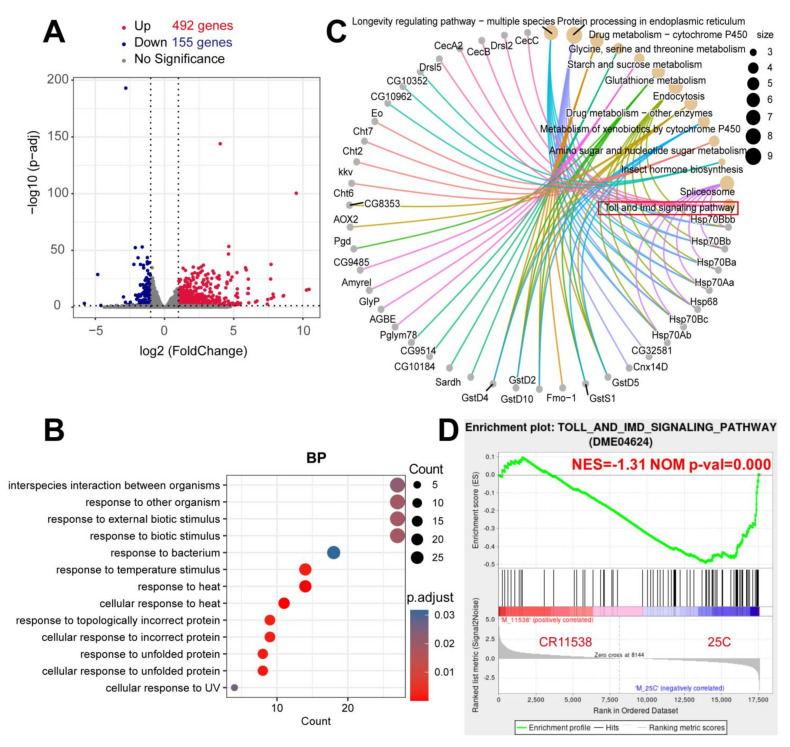
Enrichment analysis of DEGs in the CR11538-overexpressing flies after stimulation with *M. luteus*. (**A**) Volcano map showing DEGs among *Gal80^ts^; Tub> CR11538 and Gal80^ts^*; *Tub-Gal4/P{CaryP}attP40* after *M. luteus* challenge. Red: upregulated genes (>2-fold difference in relative expression and adjusted *p* < 0.05); blue: downregulated genes (<−2-fold difference in relative expression and adjusted *p* < 0.05). (**B**) Biological process enrichment analysis results were obtained using all DEGs. (**C**) Network diagram showing pathways and corresponding genes in KEGG pathway enriched with all DEGs. “size” represents the number of differentially expressed genes (DEGs) contained in each pathway. (**D**) GSEA analysis on the RNA-seq data between the *CR11538*-overexpressing flies and the control. The GSEA diagram is divided into three parts. The first part is the line graph of gene Enrichment Score. The second part uses lines to mark the genes under the gene set. The third part is the rank value distribution map of all genes.

**Figure 3:**
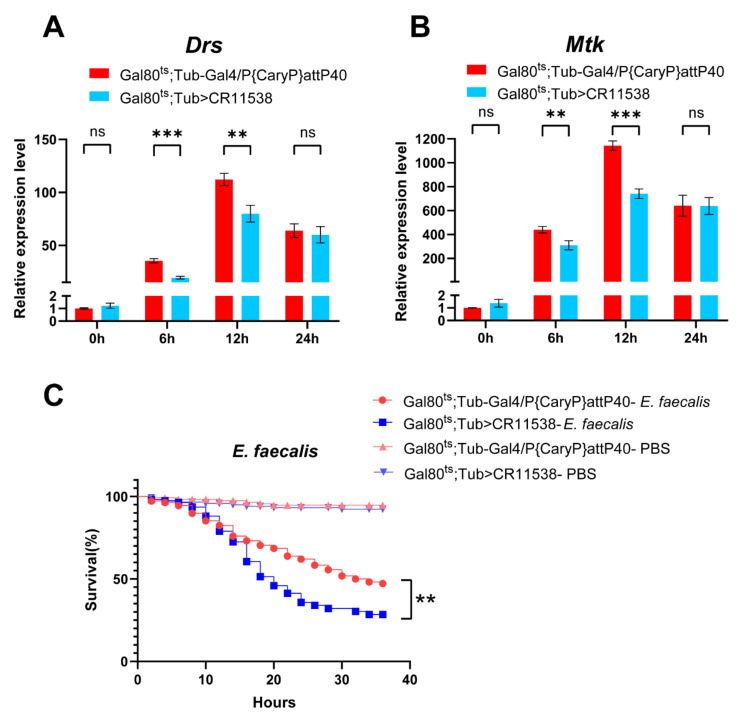
*lncRNA-CR11538* inhibits Toll signaling pathway in vivo. *Drs* (**A**) and *Mtk* (**B**) expression levels in the CR11538-overexpressing flies at different time points (0 h, 6 h, 12 h, 24 h) after *M. luteus* infection. (**C**) Changes in the survival rate of the CR11538-overexpressing flies and the control flies treated with PBS or *E. faecalis*. Measurements made after 36 h. *Gal80^ts^*; *Tub-Gal4/P{CaryP}attP40*-PBS (*n* = 115), *Gal80^ts^*; *Tub > CR11538*-PBS (*n* = 118), *Gal80^ts^*; *Tub-Gal4/P{CaryP}attP40*-*E. faecalis* (*n* = 108), *Gal80^ts^*; *Tub > CR11538*-*E. faecalis* (*n* = 109). For all tests, *p* value < 0.05 was considered as statistically significant. ** *p* < 0.01, *** *p* < 0.001 and ns, no significance vs. the control groups.

**Figure 4:**
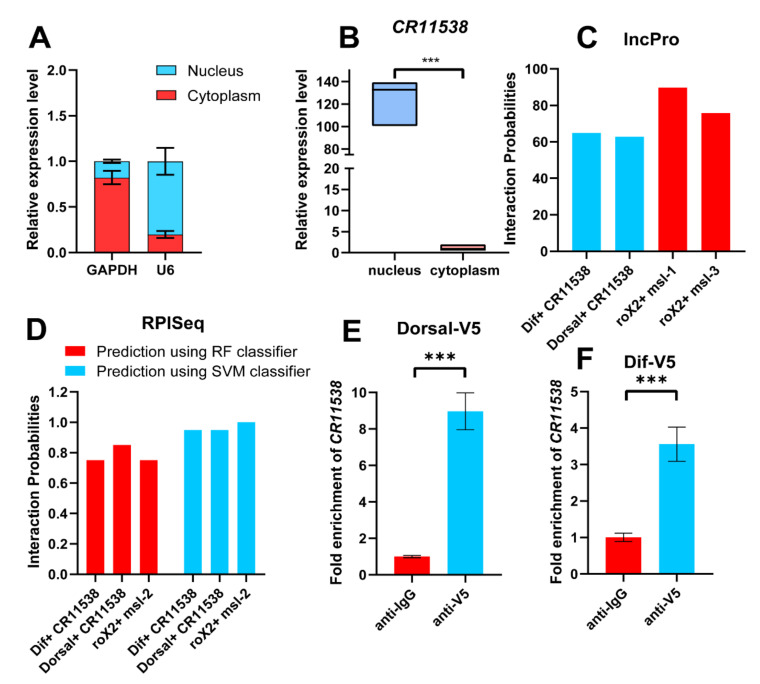
*LncRNA-CR11538* interacts with Dif/Dorsal. (**A**) *U6* and *GAPDH* are marker genes used to confirm partitioning between nucleus and cytoplasm. (**B**) *LncRNA-CR11538* expression in nucleus and cytoplasm detected by RT-qPCR. Predicted scores for interaction potential of *lncRNA-CR11538* with Dif or Dorsal via IncPro (**C**) and RPISeq (**D**) databases. *LncRNA-CR11538* fold enrichment measured by RIP-qPCR using anti-V5 antibody to immunoprecipitate overexpressed Dorsal-V5 (**E**) and Dif-V5 (**F**) in S2 cells. For all tests, *p* value < 0.05 was considered as statistically significant. *** *p* < 0.001 vs. the control groups.

**Figure 5:**
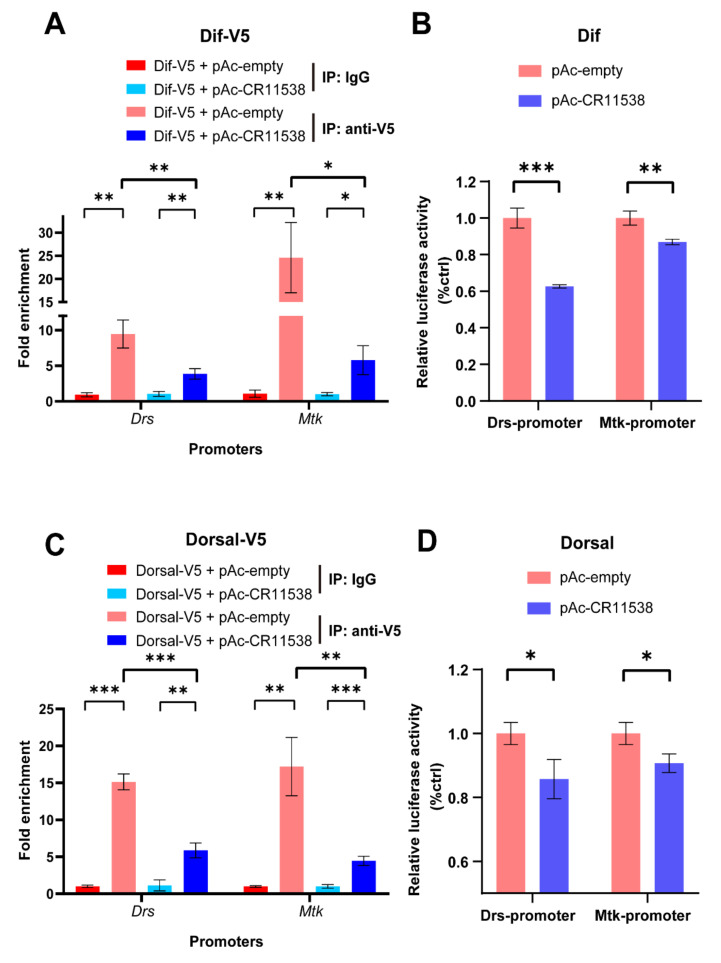
*LncRNA-CR11538* prevents Dif/Dorsal from binding to AMP promoters and inhibits their transcriptions. ChIP-qPCR was performed on *lncRNA-CR11538* overexpressing S2 cells with Dif-V5 (**A**) and Dorsal-V5 (**C**) overexpression normalized to control expression levels. The dual luciferase reporter assay detected transcriptional activity of Dif (**B**) and Dorsal (**D**) with or without *lncRNA-CR11538* overexpressing on *Drs* and *Mtk* promoters. For all tests, *p* value < 0.05 was considered as statistically significant. * *p* < 0.05; ** *p* < 0.01 and *** *p* < 0.001 vs. the control groups.

**Figure 6:**
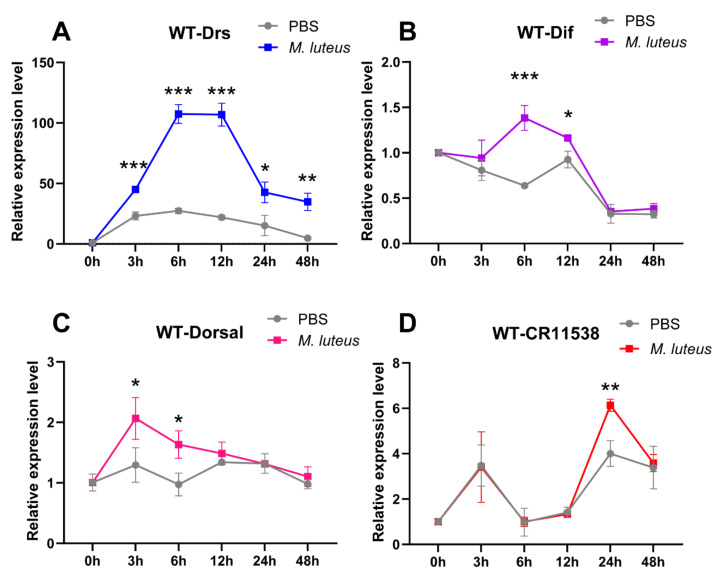
*LncRNA-CR11538* facilitates immune homeostasis recovery. The dynamic expression levels of *Drs* (**A**), *Dif* (**B**), *Dorsal* (**C**), *lncRNA-CR11538* (**D**) in the wild-type *Drosophila* infected with *M. luteus* were detected by qRT-PCR at 0 h, 3 h, 6 h, 12 h, 24 h and 48 h after stimulation. For all tests, *p* value < 0.05 was considered as statistically significant. * *p* < 0.05; ** *p* < 0.01 and *** *p* < 0.001 vs. the control groups.

**Figure 7:**
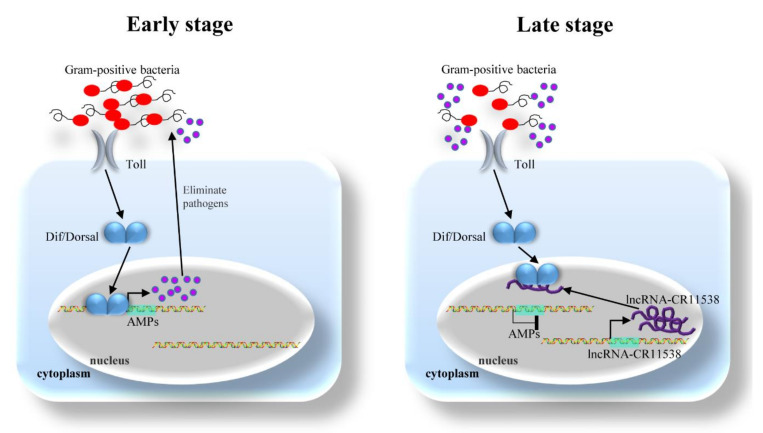
Schematic illustration of the mechanism by which *lncRNA-CR11538* facilitates immune homeostasis recovery. Left diagram: In the early stage of immune response, Gram-positive bacteria activate Toll signaling pathway and promote Dif/Dorsal entering the nucleus to enhance AMP transcriptions, thereby eliminating pathogens. Right diagram: In the late stage of immune response, redundant AMPs increase the expression of *lncRNA-CR11538*, which acts as a Dif/Dorsal decoy to sequester them away from AMP promoters and inhibits the transcriptions of AMPs to restore immune homeostasis.

## Data Availability

The transcriptome analysis (RNA sequencing) datasets are available through the following links: The first transcriptome analysis (*M. luteus* induced genes compared to controls): https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE173733 (18 August 2021). The second transcriptome analysis (effect of *lncRNA-CR11538* overexpression and infection to gene expression on the whole transcriptome scale): https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE181870 (18 August 2021).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms221810117/s1. Figure S1: The expression levels of *IM1* (A), *IM2* (B), in control flies and the CR11538-overexpressing flies were measured at 6h after *M. luteus* infection. The expression levels of *lncRNA-CR11538* (C), *Drs*(D), *Mtk*(E) in control flies and the dsRNA-mediated lncRNA-CR11538 knockdown flies were measured at 6h after *M. luteus* infection. Figure S2: The dynamic expression levels of *lncRNA-CR46018* (A), *IBIN*(B), *VINR* (C) in the wild-type *Drosophila* infected with *M. luteus* were detected by qRT-PCR at 0 h, 3 h, 6 h, 12 h, 24 h and 48 h after stimulation. Table S2: Primers used for quantitative RT-PCR. Table S3: Primers used for ChIP-qPCR. Table S4: The differentially expressed genes (DEGs) in the transcriptome analysis results of CR11538-overexpressing flies and the control flies at 12 h after infection with *M. luteus*.

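Table S4 lists the differentially expressed genes from DESeq2, with the counts, fold change and adjusted p of each. Of its 647 genes, 588 were among those tested with edgeR and all 588 had the same direction, with a median absolute difference in log2 fold change of 0.00726. The remaining 59 fell below the filter on low counts. At the same thresholds 576 of the 647 were called again (89.0%), and 37 genes called with edgeR are not in the table. The sheet gives gene positions, and 633 of the 641 genes with an identifier in the Ensembl release 115 annotation have the same start and end there.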

# Supplementary material for: LncRNA-CR11538 Decoys Dif/Dorsal to Reduce Antimicrobial Peptide Products for Restoring Drosophila Toll Immunity Homeostasis
**Source:** Int J Mol Sci. 2021 Sep 18;22(18):10117. doi: 10.3390/ijms221810117
**Supplement:** Supplementary file 1

Supplementary Table S2. Primers used for quantitative RT-PCR :

Name	Primer sequence(5' – 3')
rp49-qF	GACGCTTCAAGGGACAGTATCTG
rp49-qR	AAACGCGGTTCTGCATGAG
Drs-qF	GTTCGCCCTCTTCGCTGTCC
Drs-qR	CCACTGGAGCGTCCCTCCTC
Mtk-qF	CGTCGCCCTTCAATCCTA
Mtk-qR	CGACATCAGCAGTGTGAATTT
GAPDH-qF	TAAATTCGACTCGACTCACGGT
GAPDH-qR	CTCCACCACATACTCGGCTC
CR11538-qF	GCCATACCAAGATCAATCCTACA
CR11538-qR	GCTTCACCTAACCACCAGTT
U6-qF	CTTCGGCAGAACATATACTAA
U6-qR	ATTTTGCGTGTCAATCCTT
Dorsal-qF	ATCCGTGTGGATCCGTTTAA
Dorsal-qR	AATCGCACCGAATTCAGATC
Dif-qF	ATGTTTGAGGAGGCTTTTCGG
Dif-qR	GAACCGGCGGTGCGACCCTCGC

# Supplementary material for: LncRNA-CR11538 Decoys Dif/Dorsal to Reduce Antimicrobial Peptide Products for Restoring Drosophila Toll Immunity Homeostasis
**Source:** Int J Mol Sci. 2021 Sep 18;22(18):10117. doi: 10.3390/ijms221810117
**Supplement:** Supplementary file 1

Supplementary Table S3. Primers used for ChIP-qPCR:

Name	Primer sequence(5' – 3')
ChIP-Mtk-pro-qF	GTTTTCGTGGGAGGTGGAGA
ChIP-Mtk-pro-qR	GAATGAATGACGGGCAAGTGT
ChIP-Drs-pro-qF	AATGCTTTTCGCTTACGCTTTTCG
ChIP-Drs-pro-qR	GACTTGTGGCTTGGGAACTTCG

# Supplementary material for: LncRNA-CR11538 Decoys Dif/Dorsal to Reduce Antimicrobial Peptide Products for Restoring Drosophila Toll Immunity Homeostasis
**Source:** Int J Mol Sci. 2021 Sep 18;22(18):10117. doi: 10.3390/ijms221810117
**Supplement:** Supplementary file 1

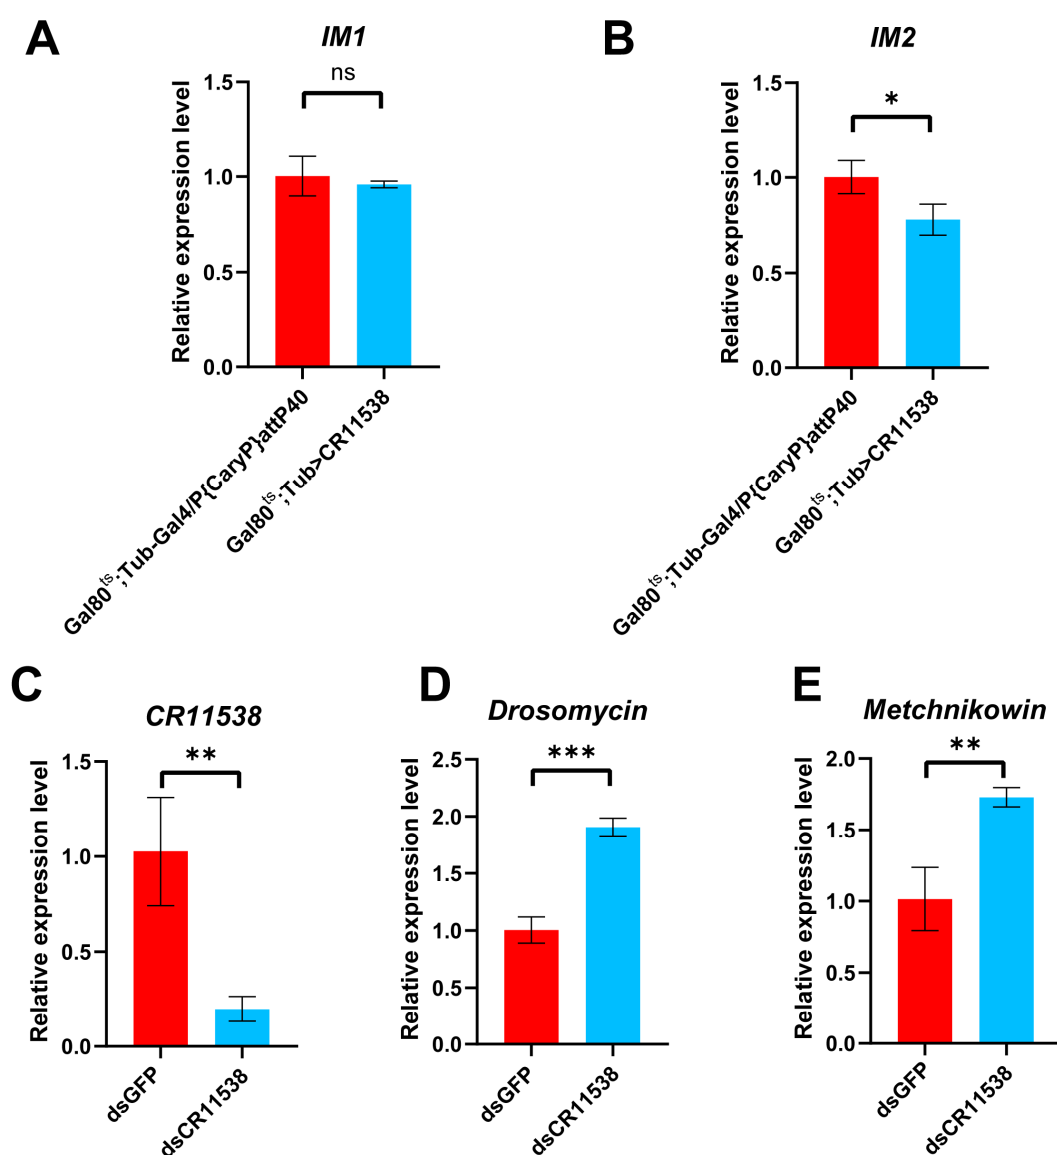

Figure S1: Figure S1: The expression levels of *IM1* (A), *IM2* (B), in control flies and the CR11538-overexpressing flies were measured at 6h after *M. luteus* infection. The expression levels of *lncRNA-CR11538* (C), *Drs*(D), *Mtk*(E) in control flies and the dsRNA-mediated *lncRNA-CR11538* knockdown flies were measured at 6h after *M. luteus* infection. For all tests, *P* value < 0.05 was considered as statistically significant. * *P* < 0.05; ** *P* < 0.01, *** *P* < 0.001 and ns, no significance vs. the control groups

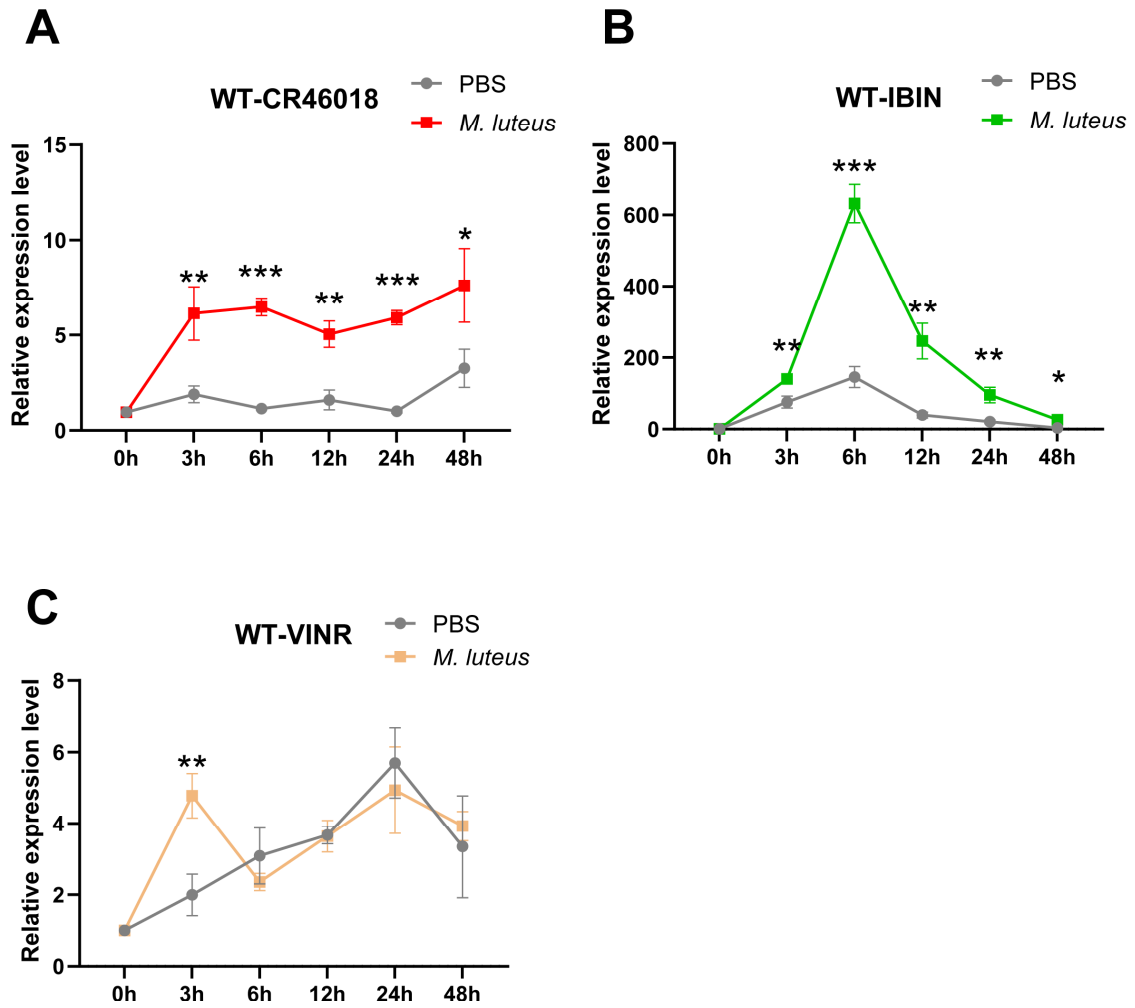

Figure S2: The dynamic expression levels of *lncRNA-CR46018* (A), *IBIN*(B), *VINR* (C) in the wild-type *Drosophila* infected with *M. luteus* were detected by qRT-PCR at 0 h, 3 h, 6 h, 12 h, 24 h and 48 h after stimulation. For all tests, P value < 0.05 was considered as statistically significant. * $P < 0.05$; ** $P < 0.01$ and *** $P < 0.001$ vs. the control groups.

# Supplementary material for: LncRNA-CR11538 Decoys Dif/Dorsal to Reduce Antimicrobial Peptide Products for Restoring Drosophila Toll Immunity Homeostasis
**Source:** Int J Mol Sci. 2021 Sep 18;22(18):10117. doi: 10.3390/ijms221810117
**Supplement:** Supplementary file 1

Supplementary Table S1. Primers used for transgene vector

construction:

Name	Primer sequence(5' – 3')
pUAST-attB-CR115<br>38-F	CGGAATTCATGGAAGATCTTCACGTCGA
pUAST-attB-CR115<br>38-R	CGCTCGAGAACTGGATCTTCCAGCTGCT
pAc-CR11538-F	CGGAATTCATGGAAGATCTTCACGTCGA
pAc-CR11538-R	CGCTCGAGAACTGGATCTTCCAGCTGCT
pUAST-attB-F	GTTCGGAGTGATTAGCGT
pUAST-attB-R	TGTTGAGAGTCAGCAGTAGC

How the deposited data were processed for this re-analysis (not part of the article)

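Transcripts of adult male Drosophila were measured by RNA sequencing in 3 CR11538-overexpressing (Gal80ts; Tub>CR11538) and 3 control (Gal80ts; Tub-Gal4/P{CaryP}attP40) libraries, all 12 h after injection of M. luteus. The genotype and replicate of each library were taken from the submitters' labels, which also head the columns of Table S4. The authors purified poly(A) RNA, sequenced paired ends, aligned the reads to dm6 with HISAT2 2.0.5 and deposited raw read counts per gene from featureCounts 1.5.0-p3, with no normalization and no pooling of replicates. The strand setting and the annotation release of that counting are not given in the sources used here. The reads themselves, the time course, RT-qPCR, RIP, ChIP, luciferase and survival experiments, and the earlier sequencing of infected wild-type flies were not analysed here.

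The count table holds 17558 gene identifiers. Names and positions came from the Ensembl release 115 annotation of dm6 for 17252 of them, from Table S4 for 6 and from a RefSeq synonym for 1, and 299 have no name in these sources. No identifier carried the names Drs or VINR, so these genes are not reported here, and CR46018 and GstD4 fell below the filter on low counts. Library totals ran from 17040432 to 19652500 counts. A count of 0 in the deepest library allows a share of up to 1.53e-05% and in the shallowest up to 1.76e-05%, taking 3 counts as the limit, and such limits and intervals cover counting error only. No replicate pair differed by less than the sampling noise, so all 6 libraries were used.

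Differences between genotypes were computed from the counts with edgeR 4.0.16 (limma 3.58.1, R 4.3.3): filterByExpr with its default settings kept 13159 genes, TMM scaled the libraries, and the quasi-likelihood test was fitted with genotype as the only term, leaving 4 residual degrees of freedom. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change over 1 or under -1. In the counts of gene lists, and for single genes said to have risen or fallen, higher and lower mean an adjusted p under 0.05 at any fold change. Standard errors are the size of the log2 coefficient without edgeR's shrinkage, divided by the square root of the F statistic. The printed log2 fold changes include that shrinkage. Normalized counts are TMM-scaled, and means are given with the SD. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used for tables, exact tests and figures.

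Genes were drawn for naming by a rule, and not every gene so drawn is printed in the text. The rule took every gene the paper names in its text or prints in Figure 2C. It also took the 10 largest rises and 10 largest falls among called genes with a mean of at least 50 normalized counts and no overlap between genotypes. From each list it took up to 4 members with the lowest adjusted p. For lists of 6 or fewer measured genes, all members with an adjusted p under 0.05 were drawn. The 28 gene lists were tested with camera at a preset correlation of 0.01 and adjusted over the 28 lists, and 17 lists passed. With the correlation estimated for each list, only the Toll-regulated peptides and the Toll pathway components still passed. fry, which asks whether the genes of a list move on balance in one direction and does not compare them with other genes, called 19. GSEA scores on signal-to-noise ranks used all 20 labelings of the libraries. The member list of the KEGG Toll and Imd pathway was not used here, and a list written from general knowledge stands in for it.

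The scripts were tested on simulated counts for this comparison, drawn from the control means and the library sizes of the real samples, with 200 genes changed. At 12896 genes tested, edgeR recovered 100% of the genes simulated at 4-fold, 96% at 2-fold, 84% at 0.5-fold and 98% at 0.25-fold. Of its 210 calls at an adjusted p under 0.05, 21 were genes simulated without a change, above the nominal rate in this 1 draw. For DESeq2 26 of 215 calls were such genes. These calls had no fold threshold, and the 200 changed genes are far fewer than the 3844 that passed in the real data. The shares therefore do not carry over to the 613 genes past both thresholds. With the Toll-regulated peptides lowered to 0.5-fold in the simulation, camera called that list and 1 of 25 other lists. The simulated genes were drawn independently of each other, so this does not test camera on correlated genes.

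The alternatives were DESeq2 1.42.0 with its own size factors and independent filtering, DESeq2 size factors or library size alone in edgeR, no filter on low counts, at least 10 counts in every library, the replicate number as a block, each library left out in turn, a test against a fold of 2 (glmTreat) and no fold threshold. Other splits of the 6 libraries into 3 and 3 were also fitted, 10 in all with the real one.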

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

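The test of the X-linked genes, the comparison of the CR11538-overexpressing libraries, and the choice of which gene lists to give in this part, were made only after the results were seen. The lists below were written before the counts were examined, but after Table S4 of the same libraries had been read. Table S4 already held 31 of the cuticle, 18 of the muscle, 12 of the Jonah and 6 of the larval genes. Their list tests are therefore not independent evidence. These lists hold genes that were higher in the CR11538-overexpressing flies than in the controls in parts of the data that the paper does not discuss.

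Of 58 cuticle protein genes tested, 31 were higher, 3 were lower and 24 did not pass (32 higher and 3 lower when adjusted over the list alone), with a median log2 fold change of 1.23, which is also 1.23 with TwdlS, at 0 in the controls, set to its lower bound. Acp1 rose from 192 ± 72.2 to 5256 ± 2018 normalized counts (SD, n = 3 each), and Cpr64Ac and Cpr97Ea had log2 fold changes of 5.19 and 4.63. The list had camera adjusted p = 4.27e-22, and adjusted p = 0.0899 with an estimated correlation. Of 16 genes of pigmentation and tanning, 10 were higher and 3 lower (11 and 4 when adjusted over the list alone, camera adjusted p = 0.00186, and adjusted p = 0.258 with an estimated correlation). y and Pxd rose by 3.78 and 3.56 on the log2 scale and yellow-f fell by 1.00. All 6 genes of larval serum proteins and larval fat body were higher (6 when adjusted over the list alone, camera adjusted p = 2.44e-11, and adjusted p = 0.191 with an estimated correlation), with Lsp1beta at 2585 ± 972 against 88.2 ± 31.9 normalized counts and Lsp1gamma at a log2 fold change of 2.89. Those of Fbp1, Fbp2, Lsp1alpha and Lsp2 were 4.70, 4.18, 4.39 and 3.66, and 6.54, 5.87, 5.26 and 4.36 without control replicate 1, which held 227 raw counts of Fbp1 where the other controls held 45 and 5. Lsp2 is antisense to CR11538. Whether reads over their shared part were counted apart, left out or given to either gene depends on counting settings that are not given.

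A candidate explanation for the rise of cuticle, larval serum protein and larval fat body genes is that the CR11538-overexpressing flies were collected at a younger adult age, where the methods give only that adult males were collected for 3 to 4 days. Male accessory gland protein genes, which accumulate over the first days of adult life, should then be lower as a list. Their median log2 fold change was 0.00996, with 11 of 45 higher and 1 lower (9 and 1 when adjusted over the list alone, Sfp24Ba at 1.64 and Acp26Ab at -0.58), and camera adjusted p = 0.300, which decides neither way. The direction of the crosses, and with it the origin of the X chromosome of the males, is not given in the sources used here, and genetic background was not tested. Age, background and the overexpression itself cannot be told apart with these 6 libraries.

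Of 26 genes of muscle contraction, 22 were higher and 1 lower (23 and 1 when adjusted over the list alone, camera adjusted p = 1.35e-17, and adjusted p = 0.2498 with an estimated correlation). The flight muscle actin gene Act88F rose from 5693 ± 1614 to 29017 ± 9995 normalized counts, and TpnC47D, Zasp67 and Act79B had log2 fold changes of 2.24, 2.09 and 1.67. Of 16 Jonah protease genes, which encode digestive enzymes and may share reads, 12 were higher and 1 lower (13 and 1 when adjusted over the list alone, camera adjusted p = 3.53e-12, and adjusted p = 0.191 with an estimated correlation). Jon25Bi rose from 143 ± 80.1 to 3279 ± 542 normalized counts, and Jon99Ci, Jon44E and Jon99Fii had log2 fold changes of 1.86, 1.64 and 1.49. Of 12 haemocyte markers, 10 were higher and none lower (10 when adjusted over the list alone, camera adjusted p = 2.31e-06, and adjusted p = 0.258 with an estimated correlation), among them NimC4, NimC2, Ppn and Pxn with log2 fold changes of 4.25, 2.63, 1.12 and 0.77. Of 14 JAK/STAT and Turandot genes, which respond to stress, 6 were higher and 1 lower (6 and 1 when adjusted over the list alone). Their camera adjusted p was 0.0269, which was 0.0722 without control replicate 3, and adjusted p = 0.258 with an estimated correlation (5.25e-08 to 0.3 over all alternatives). TotA rose from 1759 ± 759 to 12219 ± 8137 normalized counts. The log2 fold changes of TotA, TotC, TotM and TotX were 2.79, 3.96, 3.06 and 3.02, and 2.12, 3.26, 2.12 and 2.37 without CR11538-overexpressing replicate 1, and that of TotC was 4.85 without control replicate 1.

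The CR11538-overexpressing libraries were compared with each other after the results were seen. Among them, counts were highest in replicate 1 and lowest in replicate 3 in 21 of the 22 higher muscle genes, 19 of the 31 cuticle genes, 9 of the 12 Jonah genes, 5 of the 6 larval serum protein and larval fat body genes, 11 of the 15 higher chitin genes and all 7 higher genes of starch, glycogen and trehalose metabolism. Act88F had 37597, 31413 and 18042 normalized counts in CR11538-overexpressing replicates 1, 2 and 3, TpnC47D 2422, 1936 and 1286, and Acp1 7323, 5154 and 3291. In control replicates 1, 2 and 3, Act88F had 7499, 5186 and 4394 normalized counts and Acp1 had 275, 143 and 158. How many genes keep such an order among the controls, or among all tested genes, was not counted. Every higher muscle, cuticle, Jonah and larval gene was over every control in all 3 replicates. These genes were chosen by a test on the same libraries, so this separation is largely built in. No overlap between the genotypes was also found for 608 of the 613 genes past both thresholds and for 45.2% of all tested genes. Without replicate 1 the camera adjusted p was 1.48e-19 for muscle, 8.67e-20 for cuticle, 5.92e-12 for Jonah and 3.23e-12 for larval genes. Of the 12 higher heat shock genes, 9 were highest in replicate 3 and lowest in replicate 1, as were 7 of the 11 higher glutathione S-transferase genes. Glyp had 35091, 27966 and 20013 normalized counts in replicates 1, 2 and 3, and GstD5 1406, 2356 and 2525. The cause of this spread was not tested.

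In 12 genes there was no count in any control library and at least 5 in every CR11538-overexpressing library, while 1 gene showed the opposite. Of the 12, 5 lie on the X chromosome of dm6 from 2809881 to 2924426, CG12498, CG14416, CG14419, CG3526 and CG3588, with 5 to 315 raw counts in the CR11538-overexpressing libraries, and CG14417 and CG14418 between them had at most 1 count in any of the 6 libraries. The lncRNA genes CR44534, CR43494, CR45003 and CR41352 also lie on the X chromosome, but outside this stretch. The others are nur on 2L and TwdlS and CG17298 on 3R. A candidate explanation is that this stretch is missing from the X chromosome of the control males, but the number of genes inside it with at least 10 counts in any library, other than those chosen for lacking control counts, was 0, so no value decides. The nearest 5 measured genes on either side had counts in all 6 libraries and log2 fold changes from -0.55 to 0.80, and kirre, with 1 of its 21 exons inside, one of 0.85 (adjusted p = 0.000765). The value of 0.80 is that of w, the nearest gene before the stretch, and whether all its reads come from this locus was not tested. No biological explanation was tested, and the stretch of 114546 bp was found on the same data, so its absence stays a hypothesis.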

How the results depend on the processing

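All settings in this part were planned. The upregulated and downregulated genes numbered 407 to 498 and 142 to 179 when each library was left out, 481 and 158 with DESeq2, and 449 and 166 with the replicate number as a block. Requiring at least 10 counts in every library left 307 and 131, with fewer genes tested and no value for CR11538. Testing against a fold of 2 (glmTreat) left 186 and 24, and dropping the fold threshold gave 1974 and 1870, as these settings are built to do. Genes shared with Table S4 ranged from 428 to 633. The log2 fold change of CR11538 lay between 9.14 and 9.71 and that of Mtk between -0.56 and -0.42 under every setting that gave one, and Drs has none. The Toll and Imd pathway list had an adjusted p of 0.191 with an estimated correlation and p = 0.2 by GSEA, against 1.60e-05 to 0.000938 when each library was left out. The Toll-regulated peptides had an exact permutation p = 0.1 by GSEA, the smallest that the labelings of these libraries can give. The Imd-regulated genes turned to higher in camera with the replicate block (adjusted p = 0.807) and by GSEA (exact permutation p = 0.7). Of the 25 other lists, 15 passed, against 1 with an estimated correlation and 0 by GSEA. Lists with camera adjusted p over 0.05 that turned direction when a library was left out were adult fat body and lipid (adjusted p of 0.109 to 0.948), Drosomycin-like peptides (0.158 to 0.956), neuronal genes (0.633 to 0.990) and photoreceptor genes (0.0839 to 0.820). Starch, glycogen and trehalose metabolism also turned (0.0347 to 0.956). The cause was not tested. Of 1850 values of the 156 tested genes drawn for naming, 1803 kept direction and side of the threshold, 38 no longer passed, 9 passed newly and 0 changed sign. Same-numbered libraries had correlated deviations of 0.127, 0.0349 and 0.0709, but control replicate 2 correlated best with CR11538-overexpressing replicate 3 (0.0461). The filter on low counts left 59 genes of Table S4 untested, and with no filter 627 genes were shared with that table.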

Differences from the paper's values

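The paper's p for the normalized enrichment score of the Toll and Imd pathway is 0.000, and the value found here is 0.2 (exact permutation over the 20 labelings of the 6 libraries, smallest possible p 0.1). The score is -1.31 in the paper and -1.24 here. The list used here stands in for the KEGG list, and the paper does not name how its permutations were made. No alternative set before the data were examined applies to this p other than a different test of the same list: camera gave an unadjusted p = 5.62e-05 and fry an adjusted p = 0.00680, and camera with an estimated correlation an adjusted p = 0.191.

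The paper's 492 upregulated and 155 downregulated genes stand beside 451 and 162 here at the same thresholds, and 481 and 158 with DESeq2. With no filter on low counts the numbers were 496 and 170. With at least 10 counts in every library the 307 upregulated genes lie more than 1.5 times below the paper's number.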

Other observations

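The test of a smaller share of fat body RNA was chosen only after the result was seen, and the splits of the libraries were planned. Of 9 genes of melanization, the darkening reaction against wounds and microbes, 7 were lower and none higher in the CR11538-overexpressing flies 12 h after M. luteus (7 when adjusted over the list alone, camera adjusted p = 1.25e-05, and adjusted p = 0.128 with an estimated correlation). The protease gene Hayan fell from 1263 ± 114 to 622 ± 90.1 normalized counts (SD, n = 3 each), and MP1 and Spn27A had log2 fold changes of -0.44 and -0.65. Of 82 ribosomal protein genes, 34 were lower, 3 were higher and 45 did not pass (41 lower and 3 higher when adjusted over the list alone), each by less than 2-fold, with RpS2 at -0.49 and RpL10Aa at 0.29 (camera adjusted p = 8.65e-05, and adjusted p = 0.538 with an estimated correlation). RpL32, the rp49 reference of the paper's RT-qPCR, had a log2 fold change of -0.19 (adjusted p = 0.0626, and 0.0490 when scaled by library size only, 0.0445 with DESeq2 and 0.0446 without CR11538-overexpressing replicate 1), and Gapdh1 one of 0.42 (adjusted p = 0.0996, and 0.00665 without CR11538-overexpressing replicate 3). Of 25 serpin genes, which inhibit proteases, 9 were lower and 5 higher (9 and 5 when adjusted over the list alone). Spn88Eb and Spn43Ab fell by 1.25 and 0.89 on the log2 scale. The median of the serpin list was 0.01 while camera placed it lower (adjusted p = 0.0204, and 0.0598 without control replicate 1, and adjusted p = 0.258 with an estimated correlation, the range over all alternatives being 0.000814 to 0.258).

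Odorant-binding protein genes went both ways, with 5 of 33 higher and 9 lower (5 and 9 when adjusted over the list alone, camera adjusted p = 0.344), with a median log2 fold change of 0.08 while camera placed them lower. Obp83g rose from 33.3 ± 11.2 to 280.5 ± 92.3 normalized counts and Obp56d fell from 8764 ± 691 to 2853 ± 317. Of 17 testis markers 6 were higher and none lower (6 when adjusted over the list alone), with betaTub85D at a log2 fold change of 0.42 and camera adjusted p = 0.0528, which was 0.0198 with DESeq2, 0.0377 with at least 10 counts in every library, 0.0422 without CR11538-overexpressing replicate 2 and 0.0141 without control replicate 3. Over all alternatives it ranged from 0.0141 to 0.606, the value with an estimated correlation, with fry at 0.0630. Of 13 photoreceptor genes 2 were higher, trp at 0.34 and ninaC at 0.25 (2 when adjusted over the list alone, camera adjusted p = 0.610). ninaC did not pass without CR11538-overexpressing replicate 2 (adjusted p = 0.0606) or control replicate 1, 2 or 3 (0.0571, 0.0546 and 0.0558). None of 9 neuronal genes passed edgeR's test (0 when adjusted over the list alone, camera adjusted p = 0.845). Of 4 female reproductive markers 1, Yp3, was lower (1 when adjusted over the list alone), with camera adjusted p = 0.0204, which was 0.335 with no filter on low counts, 0.267 with DESeq2 and 0.0869 without control replicate 1, and adjusted p = 0.191 with an estimated correlation (0.00323 to 0.335 over all alternatives). By chromosome, fewer genes of 2L were called past both thresholds, 3.51% against 4.66% of all tested genes (Fisher's exact test against the other chromosomes, adjusted p = 0.0151 over 6 chromosomes). None of 92 on chromosome 4 was called (adjusted p = 0.0678 from the same test).

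Peptides regulated by Toll were lower while CecA2, CecB and CecC were higher. A smaller share of fat body RNA in the CR11538-overexpressing libraries was weighed as a candidate explanation. The list of adult fat body and lipid genes should then fall by about as much as the Toll-regulated peptides, whose median log2 fold change was -0.997. Its lower quartile was -0.18. Lsd-1 and CG3523 rose by 1.22 and 1.01 (CG3523 at adjusted p = 0.0552 and 0.0509 in edgeR's test without control replicate 2 or 3), while Apoltp fell by 0.74. The list thus did not fall by as much as the Toll-regulated peptides. The prediction was reworded after its values had been seen, and the list mixes fat body with lipid metabolism genes. This test therefore cannot decide on the share of fat body RNA. An effect of CR11538 on Toll targets and differences in age or background cannot be told apart with these libraries. For the effect of CR11538, the paper reports RT-qPCR, knockdown, RIP, ChIP and luciferase experiments, which were not analysed here.

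Splits of the 6 libraries into 3 and 3, of which there are 10, are too few for a share under 0.05. Every split other than the real one mixes the genotypes in both groups, so the difference between genotypes adds to the spread within groups. Those splits therefore do not show what chance alone would give. The number of genes past both thresholds was 613 in the real split, and 0 was the highest of the other splits, so 1 split reached it. For the Toll-regulated peptides camera p was 2.99e-25 in the real split and 7.68e-08 in the lowest of the others, so 1 split reached it. For the Toll and Imd pathway list it was 5.62e-05 in the real split and 5.14e-05 in the split of CR11538-overexpressing replicates 1 and 2 with control replicate 3 against the rest, so 2 splits reached it. For the Imd-regulated genes it was 0.635 in the real split and 0.0365 in the lowest of the others, so all 10 reached it.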
